# Ionising Radiation Induces Promoter DNA Hypomethylation and Perturbs Transcriptional Activity of Genes Involved in Morphogenesis during Gastrulation in Zebrafish

**DOI:** 10.3390/ijms21114014

**Published:** 2020-06-04

**Authors:** Sophia Murat El Houdigui, Christelle Adam-Guillermin, Olivier Armant

**Keywords:** AOP, development, ionising radiation, epigenetic, DNA methylation, transcriptomics, zebrafish, gastrulation, germ layer

## Abstract

Embryonic development is particularly vulnerable to stress and DNA damage, as mutations can accumulate through cell proliferation in a wide number of cells and organs. However, the biological effects of chronic exposure to ionising radiation (IR) at low and moderate dose rates (< 6 mGy/h) remain largely controversial, raising concerns for environmental protection. The present study focuses on the molecular effects of IR (0.005 to 50 mGy/h) on zebrafish embryos at the gastrula stage (6 hpf), at both the transcriptomics and epigenetics levels. Our results show that exposure to IR modifies the expression of genes involved in mitochondrial activity from 0.5 to 50 mGy/h. In addition, important developmental pathways, namely, the Notch, retinoic acid, BMP and Wnt signalling pathways, were altered at 5 and 50 mGy/h. Transcriptional changes of genes involved in the morphogenesis of the ectoderm and mesoderm were detected at all dose rates, but were prominent from 0.5 to 50 mGy/h. At the epigenetic level, exposure to IR induced a hypomethylation of DNA in the promoter of genes that colocalised with both H3K27me3 and H3Kme4 histone marks and correlated with changes in transcriptional activity. Finally, pathway enrichment analysis demonstrated that the DNA methylation changes occurred in the promoter of important developmental genes, including morphogenesis of the ectoderm and mesoderm. Together, these results show that the transcriptional program regulating morphogenesis in gastrulating embryos was modified at dose rates greater than or equal to 0.5 mGy/h, which might predict potential neurogenesis and somitogenesis defects observed at similar dose rates later in development.

## 1. Introduction

Chronic exposure to pollutions is associated in wild animals with immunosuppression, increased sensitivity to stress and cancerogenesis, all contributing to loss of fitness and raising concerns for species conservation [1,2,3,4,5,6,7]. Ionising radiation (IR) can induce double-strand DNA breaks that may lead to cellular senescence, cell death or cancer [8,9]. The early phases of embryonic development are particularly sensitive to stress and DNA mutations [10], as somatic mutations can accumulate through cell proliferation in a wide number of cells and organs, increasing the risks of morphological defects and cancers [11], especially at high doses of IR (more than 0.1 Gy). However, the biological effects of low dose rates of IR (defined by UNSCEAR at < 6 mGy/h) [12] remain largely unknown.

Tight control of transcriptional activity is necessary to orchestrate the dynamic processes of embryonic development. Epigenetic modifications like DNA methylation, histone modifications and noncoding RNAs, are important modulators of gene activity during development. Just after fertilisation, the zygote divides rapidly during the cleavage stage, relying on the maternally deposited material (mRNA and proteins) for cell division, until it reaches the maternal to zygotic transition (MZT) [13,14]. The level of DNA methylation changes dramatically during this early phase of embryogenesis, as the parental DNA methylation marks are erased rapidly in order to reach totipotency [15]. This process of DNA methylation reprogramming is observed in rodents and zebrafish, which suggests that it could be a common process in vertebrates, but differences exists between these species. In mice, erasure of DNA methylation marks is almost complete and few loci escape, like imprinted genes. In contrast, studies in zebrafish demonstrated that DNA methylation marks are not extensively erased but are rather decreased just after fertilisation [16,17]. After the MZT, the diploid embryonic genome becomes activated and starts to produce mRNA, which requires the epigenetic marks, including DNA methylation patterns, to be re-established in order to proceed with morphogenesis. At gastrulation, the morphogenetic mechanism of convergence and extension shapes the rudimentary body plan, together with the formation of the three germ layers, ectoderm, mesoderm and endoderm, at the origin of all tissues and organs in the organism. The gene regulatory networks that drive vertebrate germ layer morphogenesis are well documented, especially in zebrafish and in *Xenopus* as these species are easily amenable to experimentations after fertilisation [18,19], which allows a detailed analysis of altered processes.

Changes in epigenetic marks have already been observed after exposure to high and low doses of IR (lower than 0.1 Gy). At high doses (5 Gy), the expression levels of DNMTs and methyl CpG binding proteins (MeCP2) were decreased, leading to global DNA hypomethylation [20], a sign of genomic instability [21] and one of the first epigenetic abnormality discovered in cancer cells [22]. However, fewer studies are available in the field of low doses. For instance, exposure of pregnant mouse from 0.7 to 7.6 cGy resulted into dose- and sex-dependent epigenetic modifications at the A^vy^ locus in the offspring [23]. In another study, exposure of zebrafish embryos to IR at 10.9 mGy/h for 3 h modified the H3K4me3 histone mark in important developmental genes like *vegfab*, *geminin* and *hnf4a*, but effects on DNA methylation were not investigated [24]. Altogether, these results suggest that IR can induce epigenetic changes during embryogenesis. However, how these epigenetic changes affect gene expression, with possible harmful consequences on embryonic development, remains largely unknown.

We previously demonstrated that IR at 0.5, 5 and 50 mGy/h alter the transcriptional program of neurogenesis and somitogenesis in 24 hpf zebrafish embryos, and that these molecular perturbations correlated with decreased larval motility at 120 hpf [25]. The present study focuses on the transcriptomic and epigenetic effects of IR on gastrulation. Increasing dose rates of gamma IR spanning five orders of magnitude, from 0.005 to 50 mGy/h, were used. The two lower dose rates, 0.005 and 0.05 mGy/h, encompass the benchmark dose rate of 0.01 mGy/h recommended for ecosystem radiological protection [26] and were thus defined as low dose rates. The dose rates of 0.5 and 5 mGy/h, in the range of the DCRL [27] where phenotypical effects start to be observed in juvenile fish, were defined here as moderate. Finally, we defined 50 mGy/h, typical of exposures shortly after the Chernobyl accident, as a high dose rate. A system biology approach was chosen to study the epigenetic modifications (by whole genome bisulphite sequencing, WGBS) and changes in transcriptional activities (by RNA-seq) induced by IR during gastrulation (6 h post-fertilisation, hpf). This stage of development corresponds to the shield stage, roughly at the middle of the gastrulation, when the three embryonic germ layers (mesoderm, endoderm and ectoderm) are being set up [28]. The effects of IR on gene expression were investigated by RNA-seq at all dose rates (from 0.005 to 50 mGy/h). DNA methylation changes were studied at 5 and 50 mGy/h, two dose rates at which we anticipated more detectable effects.

## 2. Results

### 2.1. A Transcriptome-Wide Analysis Reveals Changes in the Expression of Genes Involved in Morphogenesis after Exposure to IR

A transcriptomic analysis was performed in order to identify the biological pathways altered by IR during the early phase of zebrafish development. Fertilised embryos were exposed continuously to IR until the shield stage (6 hpf) at dose rates of 0.005, 0.05, 0.5, 5 and 50 mGy/h. 

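RNA was extracted from pools of zebrafish embryos at the shield stage, and stranded mRNA libraries were sequenced as paired reads. The authors deposited, for each library, the number of read pairs that STAR counted on each of 32057 Ensembl genes, without normalisation, on either strand and on each strand separately. Libraries of 4 dose rates and of their controls were analysed here. Each of these 4 dose rates was irradiated in a different batch with controls of that batch. Exposure was therefore compared within a batch and dose rates between batches. At 0.005 mGy/h there were 3 exposed and 4 control libraries, at 0.05 mGy/h 4 and 4, at 0.5 mGy/h 6 and 6, and at 5 mGy/h 6 and 6, which makes 39 libraries in all. Of these, 31 belong to the samples that the paper used. The paper removed 8 others, to increase the power of the analysis, by their reproducibility in a hierarchical clustering (Figure S1). These are control replicates 3 and 4 at 0.05 mGy/h, exposed replicates 1 and 3 at 0.5 mGy/h, and control replicates 1 and 2 and exposed replicates 2 and 6 at 5 mGy/h. Values are given first over the samples of the paper and then over all 39 libraries. The counts used are those on the strand opposite to the first read, because the other strand took at most 2.09% of the counts on both strands.

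Over the samples of the paper, the median count on genes at 0.005 mGy/h was 25878192 in controls (20682702 to 31468808) and 31271766 in exposed libraries (27074424 to 34871124). At 0.05 mGy/h the median was 35650332 in controls (29993449 to 41307215) and 40987892 in exposed libraries (22651041 to 57169053), and at 0.5 mGy/h it was 26262242 in controls (21567972 to 31883814) and 22383085 in exposed libraries (14479982 to 22723542). At 5 mGy/h the controls were less deeply counted (median 12129062, from 9845688 to 14663094) than the exposed libraries (median 23735252, from 20896629 to 45879001), without overlap (two-sided exact permutation test, p = 0.0286, the smallest p that 4 against 4 libraries allow). In all, the count on genes ranged from 9845688 to 57169053. The paper reports depth as total reads (Table S5), where both reads of a pair are counted. Between 14.8% and 18.1% of the read pairs of a library mapped to several places, apart from exposed replicate 3 at 0.05 mGy/h with 35.7%. STAR leaves these pairs out of the count of any gene, so that genes with a near-identical copy are undercounted.

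Exposed and control libraries of a batch were compared with edgeR's quasi-likelihood test (TMM normalisation, edgeR's default filter on low counts) and Benjamini-Hochberg adjustment, with the threshold of the paper for differentially expressed genes (DEG), a fold change of at least 1.5 and an adjusted p under 0.01. Choices that could change the numbers are the samples, the test, the filter on low counts and the strand.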

A total of 37 samples including controls (at least 3 replicates per condition) was used for pairwise differential expression analysis (Figure S1). No obvious morphological changes or increased mortality were observed at any of the dose rates tested here. The number of differentially expressed genes (DEG) within our significance threshold (|fold change| ≥ 1.5 and adjusted *p*-value < 0.01) increased nonlinearly with the dose rate: 39 DEG at 0.005 mGy/h, 25 DEG at 0.05 mGy/h, 654 DEG at 0.5 mGy/h, 668 DEG at 5 and 2637 DEG at 50 mGy/h. 

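Over the samples of the paper, no gene passed this threshold at 0.005 mGy/h among 13935 genes tested, where 1461 genes had an unadjusted p under 0.05 and the smallest adjusted p was 0.196 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). The count was also 0 at 0.05 mGy/h, with 1487 of 16667 genes at an unadjusted p under 0.05 and a smallest adjusted p of 0.0395. Exposure at 0.5 mGy/h gave 356 DEG, found among 15144 genes, of which 331 were higher and 25 lower in exposed embryos. Among embryos exposed at 5 mGy/h there were 1158 DEG among 14529 genes, 475 higher and 683 lower. In 337 of the 356 DEG at 0.5 mGy/h and 1053 of the 1158 DEG at 5 mGy/h the exposed and control libraries did not overlap in CPM. Chance gives this for 0.952% and 2.86% of genes, but DEG are chosen for a difference between the same groups, so that the shares do not test them.

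With the 8 removed libraries put back, the count was again 0 at 0.05 mGy/h (217 genes at an unadjusted p under 0.05), 62 at 0.5 mGy/h, all higher in exposed embryos, and 80 at 5 mGy/h, 53 higher and 27 lower. No library was removed at 0.005 mGy/h. The order of the dose rates was the same over both sets of samples. Over all libraries that of 0.5 and 5 mGy/h rests on 62 against 80 DEG. A split at 5 mGy/h that exchanges control 2 and exposed 2 gave 455, so that this order is uncertain. DESeq2, the tool of the paper, gave 38, 25, 654 and 1348 DEG over the samples of the paper, from the lowest to the highest of the 4 dose rates. Leaving out exposed replicate 4 at 0.5 mGy/h left 38 DEG there. At 0.05 mGy/h, where the paper kept 2 controls, control and exposed libraries with the same replicate number did not deviate together from the means of their groups (mean correlation of -0.11 over 2 pairs). With the replicate number as a block, which leaves only the libraries of these 2 pairs, 27 DEG were found there. With the numbers of the pairs crossed there were 204.

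The genes with the largest rise at 0.5 mGy/h, among the DEG whose groups do not overlap over both sets of samples, were znf1090 (ENSDARG00000095521, log2 fold change 1.70, adjusted p = 0.0029), the gene ENSDARG00000098923 (1.57, adjusted p = 0.0044) and SCARA3 (ENSDARG00000008060, 1.56, adjusted p = 0.0067). Those with the largest fall were NEK7 (ENSDARG00000056966, -0.72, adjusted p = 0.00086), azi2 (ENSDARG00000102419, -0.63, adjusted p = 0.0024) and npm2a (ENSDARG00000076391, -0.62, adjusted p = 0.0063). In embryos exposed at 5 mGy/h MDK (ENSDARG00000020708, 1.68, adjusted p = 0.00022), DLX3 (ENSDARG00000014626, 1.64, adjusted p = 0.00034) and actc1a (ENSDARG00000042535, 1.48, adjusted p = 0.00037) rose most, and a gene listed only as ENSDARG00000117546 (-2.03, adjusted p = 0.0018), SYCP1 (ENSDARG00000003904, -1.66, adjusted p = 0.0018) and si:ch211-14a17.10 (ENSDARG00000076534, -1.57, adjusted p = 0.0079) fell most. All 12 kept their direction over all libraries, where NEK7 and MDK, DLX3, actc1a and SYCP1 had an adjusted p under 0.01. When each library was left out in turn, SCARA3 stayed a DEG in 3 of 10 fits, npm2a in 5, ENSDARG00000098923 in 6, znf1090 and azi2 in 7 and NEK7 in 10. At 5 mGy/h si:ch211-14a17.10 did in 1 of 8 fits, SYCP1 in 7, and MDK, DLX3, actc1a and ENSDARG00000117546 in 8.

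**Figure D1:**
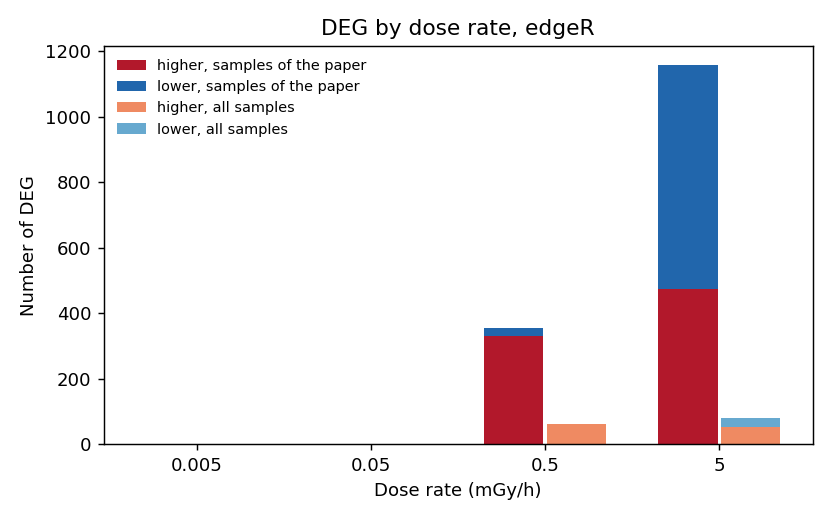
Number of DEG (vertical axis) at each dose rate in mGy/h (horizontal axis), over the samples of the paper and over all libraries, with genes higher in exposed embryos in red and lower in blue. Both sets of samples give 0 at 0.005 and 0.05 mGy/h and more DEG at 5 than at 0.5 mGy/h.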

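The lists of DEG at 0.005, 0.05, 0.5 and 5 mGy/h had 0 genes in common, over the samples of the paper as over all libraries, which follows from the count of 0 at both lower dose rates (1461 and 1487 genes there had an unadjusted p under 0.05). Among the 14406 genes tested at both 0.5 and 5 mGy/h, 352 were DEG at the lower and 1157 at the higher of these dose rates. The lists shared 21 genes, against 28.3 by chance (odds ratio 0.721, two-sided Fisher's exact test over genes, p = 0.164). Of the 21, 18 were higher at 0.5 mGy/h and lower at 5 mGy/h, and 3 were higher at both. When all libraries were used, the lists shared 1 gene, higher at both. Embryos exposed at the highest dose rate of the paper were not analysed here.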

No DEG was common to the five dose rates (Figure 1a). The largest overlap was observed for the two highest dose rates, 5 and 50 mGy/h (589 DEG, 21.6%, *n* = 2716 genes), which suggests that the transcriptomic responses induced in these two conditions were partially overlapping. The three embryonic layers, ectoderm, mesoderm and endoderm, are formed during gastrulation. After exposure to IR, genes involved in the specification of the three germ layers were impacted at all dose rates tested here (Figure 1b). Well-known transcription factors (TF) involved in morphogenesis, like members of the *fox*, *tbx*, *cdx*, *lft*, *lhx*, *sox*, *bmp* or *gata* families, were misregulated. 

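Taken by the start of their symbols, the fox, tbx, cdx, lft, lhx, sox, bmp and gata families have 149 genes in the files, of which 74 were counted highly enough to be tested at 5 mGy/h. Over the samples of the paper 8 of these were DEG at 5 mGy/h. foxi1, tbx16l, tbx6, cdx1a, lft2 and the gene listed as BMP2 were higher in exposed embryos, and lhx1a and SOX2 were lower. No gata gene was a DEG, although 2 of the 4 tested had an adjusted p under 0.05 (edgeR's quasi-likelihood test). Only 1 of 78 tested genes was a DEG at 0.5 mGy/h, BMP1, which was lower. None was at 0.05 or 0.005 mGy/h, where the count of genes with an adjusted p under 0.05 was also 0. Over all libraries 2 of the genes were DEG at 5 mGy/h and 0 at 0.5 mGy/h.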

Two different clusters were identified based on hierarchical clustering of gene expression. Cluster 1 (red) was composed of genes upregulated at 5 and 50 mGy/h but also, to a lower extend, at the other dose rates, while cluster 2 (green) was composed of genes mostly downregulated in the different conditions. 

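Of the 34 genes named in cluster 1 of Figure 1b, 28 could be matched to 1 gene of the files, and of the 19 in cluster 2, 13. Left out were 4 and 6 symbols that several genes of the files share, and 2 of cluster 1 that no gene has. The paper chose these genes as DEG in at least 1 of its comparisons and grouped them by their fold changes, so that over its samples the values below describe genes chosen for such a change and do not test it independently. All 20 tested genes of cluster 1 were higher at 5 mGy/h than in controls, with a mean log2 fold change of 0.82 over the samples of the paper, and 13 of them were DEG. The mean log2 CPM of the cluster was 3.33 ± 0.09 (SD, n = 4) in exposed and 2.44 ± 0.24 (SD, n = 4) in control libraries, without overlap (two-sided exact permutation test, p = 0.0286, the smallest p possible, and 0.0831 after Benjamini-Hochberg adjustment over 8 gene sets and 4 dose rates). limma's camera test gave an adjusted p of 2.1e-12. Over all 12 libraries the mean log2 fold change was 0.72, and every exposed library was above every control (exact permutation test, two-sided, p = 0.0022, adjusted p = 0.0346). The removed exposed replicates 2 and 6 stood 0.60 and 0.58 above the mean of the controls kept by the paper, and the removed control replicates 1 and 2 at 0.04 and -0.03.

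In cluster 1 19 of 21 genes were higher at 0.5 mGy/h, with a mean log2 fold change of 0.32 (camera adjusted p = 0.00074), and 0.25 over all libraries, where the removed exposed replicate 3 was at -0.07 and replicate 1 at 0.31. At 0.05 mGy/h the mean was 0.17 (camera adjusted p = 0.0019) and 0.19 with the replicate number as a block or with its pairs crossed. It was 0.07 over all libraries (camera adjusted p = 0.268), where the removed control replicates 3 and 4 stood 0.19 and 0.23 above the other controls. At 0.005 mGy/h it was 0.11 (camera adjusted p = 0.0318, exact permutation p = 0.143, two-sided). In 6 of 26 splits of the controls of a batch into a pair of groups camera also passed for this cluster.

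Cluster 2 was lower at 5 mGy/h in all 8 tested genes, with a mean log2 fold change of -0.52 (camera adjusted p = 0.103), and -0.37 over all libraries. With the genes that share a symbol kept, 12 of 14 tested genes were lower and 2 higher, by up to 1.11. Cluster 2 was also lower at 0.05 mGy/h (-0.52, camera adjusted p = 0.0073, exact permutation p = 0.2, two-sided). At 0.005 mGy/h it was lower too (-0.34, camera adjusted p = 0.082, exact permutation p = 0.0857, two-sided). The value at 0.05 mGy/h was -0.38 with the replicate number as a block, -0.37 with its pairs crossed, and -0.14 over all libraries (camera adjusted p = 0.463), where the removed control replicates 3 and 4 were at -1.07 and -0.65. At 0.5 mGy/h cluster 2 was higher in exposed embryos, by a mean log2 fold change of 0.63 over the samples of the paper (camera adjusted p = 0.0131), although 5 of its 8 genes were higher, 3 of them DEG, and 3 were lower. It was 0.59 over all libraries with 7 of 8 genes higher, where all 6 exposed libraries were above all 6 controls (exact permutation test, two-sided, p = 0.0022, adjusted p = 0.0346). The camera test also passed for cluster 2 in 3 of 26 splits of controls.

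**Figure D2:**
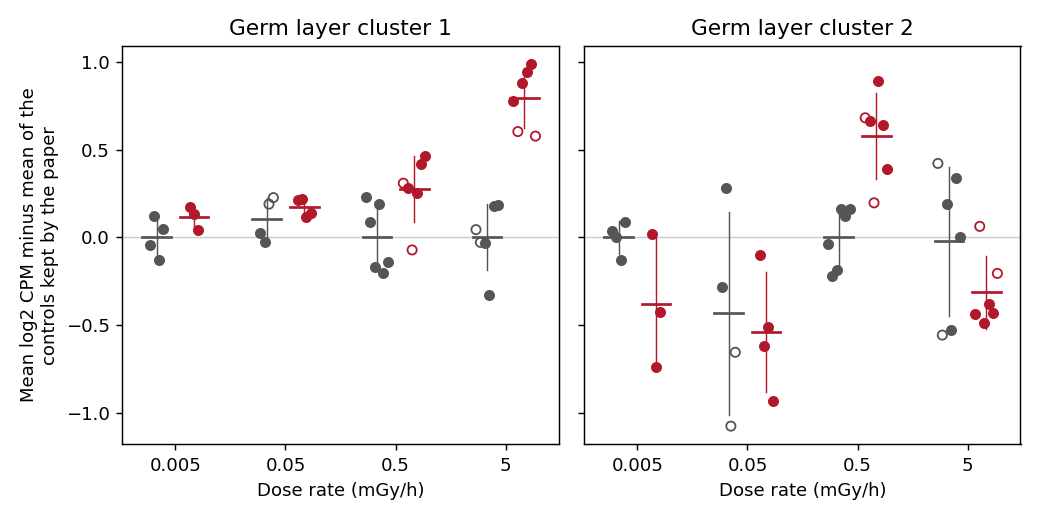
Mean log2 CPM of the genes of each cluster in every library, relative to the mean of the controls kept by the paper (vertical axis), by dose rate in mGy/h (horizontal axis). Controls are grey, exposed libraries red, libraries removed by the paper open circles, and bars give the mean and SD over all libraries of a group. For cluster 1 the 6 exposed libraries at 5 mGy/h lie above the 6 controls.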

Exposure to IR can thus alter the expression of genes important for germ layer morphogenesis at 5 and 50 mGy/h, but also at low dose rates below 0.5 mGy/h.

We then checked if some genes displayed a dose-dependent response to radiation by analysing the different expression patterns of 3319 DEG (see Material and Methods). Four different patterns of expression were discriminated in response to increasing dose rates of radiations (Figure 1c). Two clusters were composed of genes that responded nonlinearly to the dose rates. Cluster 1 (*n* = 750 genes) was characterised by genes strongly upregulated only at 0.5 mGy/h, while genes in cluster 2 (*n* = 794 genes) were downregulated at 0.5 mGy/h but upregulated at 50 mGy/h (Figure 1c,d). In contrast, genes in clusters 3 (*n* = 459 genes) and cluster 4 (*n* = 927 genes) displayed a linear response to the dose rate, the genes being increasingly upregulated or downregulated from 0.5 to 50 mGy/h (Figure 1c,d). These results indicate that a part of the transcriptional response to IR follows a dose-dependent response.

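Of the genes plotted for the nonlinear patterns in Figure 1d, drll.1 (ENSDARG00000035151) had 6.89 ± 1.88 CPM (SD, n = 4) in embryos exposed at 0.5 mGy/h and 3.33 ± 0.50 (SD, n = 6) in their controls, a log2 fold change of 1.05 (standard error 0.18, adjusted p = 0.0031 from edgeR's quasi-likelihood test). Over all libraries its log2 fold change was 0.85 (adjusted p = 0.0189), with the removed exposed replicates 1 and 3 at 3.55 and 4.92 CPM. The change of drll.1 at 5 mGy/h was -0.46 (standard error 0.29, adjusted p = 0.253). galnt6 (ENSDARG00000014386) had 10.5 ± 1.86 CPM (SD, n = 4) at 0.5 mGy/h and 16.9 ± 1.52 (SD, n = 6) in controls, a log2 fold change of -0.67 (standard error 0.13, adjusted p = 0.0050), and it stayed a DEG in 6 of 10 fits that left out a library. Over all libraries it was -0.45 (adjusted p = 0.0683), with the removed replicates at 13.4 and 18.2 CPM. For galnt6 the change at 5 mGy/h was -0.06 over the samples of the paper (adjusted p = 0.804) and 0.19 over all libraries (adjusted p = 0.391). gata2a, listed as GATA2 (ENSDARG00000059327), changed by -0.02 at 0.5 mGy/h (adjusted p = 0.893) and by 0.50 at 5 mGy/h (standard error 0.09, adjusted p = 0.00097), or 0.36 over all libraries (adjusted p = 0.025).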

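For the linear patterns of Figure 1d, the log2 fold change of cyp26a1 (ENSDARG00000033999) was 0.33 at 0.5 mGy/h (standard error 0.09, adjusted p = 0.0218 from edgeR's quasi-likelihood test) and 0.62 at 5 mGy/h (standard error 0.09, adjusted p = 0.00045). With all libraries the values of cyp26a1 were 0.25 (adjusted p = 0.0767) and 0.54 (adjusted p = 0.0018). foxa2 (ENSDARG00000003411) rose by 0.43 at 0.5 mGy/h (adjusted p = 0.0144) and by 0.34 at 5 mGy/h (adjusted p = 0.0277), with 0.35 and 0.23 over all libraries. mixl1 (ENSDARG00000069252) fell by 0.52 at 0.5 mGy/h (adjusted p = 0.0288) and by 0.68 at 5 mGy/h (adjusted p = 0.0042, a DEG in 4 of 8 fits that left out a library), and over all libraries by 0.37 and 0.69. A pair of genes of the files carry the symbol CLINT1. The gene ENSDARG00000089914 fell by 0.61 (adjusted p = 0.0238) and 0.87 (adjusted p = 0.0025), and over all libraries by 0.44 (adjusted p = 0.0817) and 0.74 (adjusted p = 0.0113). The other, ENSDARG00000025535, changed by -0.25 (adjusted p = 0.104) and 0.11 (adjusted p = 0.46). Whether the change of a gene differs between these dose rates was not tested gene by gene.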

### 2.2. Moderate and High Dose Rates of IR Impact Biological Pathways Involved in Ectoderm and Mesoderm Development

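Of the 79 genes of cytosolic ribosomal proteins in the files, 76 were tested at 5 mGy/h, and 75 of them were higher in exposed embryos, 55 as DEG. The mean log2 fold change was 0.65 over the samples of the paper. The mean log2 CPM was 8.83 ± 0.28 (SD, n = 4) in exposed and 8.20 ± 0.07 (SD, n = 4) in control libraries (two-sided exact permutation test, p = 0.0286, the smallest p possible, and 0.0831 after Benjamini-Hochberg adjustment over 8 gene sets and 4 dose rates). Over all libraries it was 0.42, with 1 DEG (exact permutation test, two-sided, p = 0.013, adjusted p = 0.102). The removed control replicates 1 and 2 were 0.10 and 0.44 above the mean of the controls kept by the paper, and the removed exposed replicates 2 and 6 were 0.26 and 0.20 above it. limma's camera test gave an adjusted p of 6.1e-27 over the samples of the paper. The same test passed its threshold for these genes in 19 of 26 splits of the controls of a batch, in which no library was exposed.

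The ribosomal proteins were also higher at the lowest dose rates. Of 75 genes 74 were higher at 0.005 mGy/h, with a mean log2 fold change of 0.39 and the 3 exposed libraries above the 4 controls (exact permutation test, two-sided, p = 0.0286, adjusted p = 0.0831). At 0.05 mGy/h 75 of 76 were, with a mean of 0.37 and the 4 exposed libraries above the 2 controls kept by the paper (exact permutation p = 0.0667, the smallest p possible, adjusted p = 0.142). There the mean was 0.04 over all libraries, since the removed controls 3 and 4 stood 0.68 and 0.55 above the other controls. At 0.5 mGy/h it was 0.08, with 52 of 76 higher (exact permutation p = 0.476, two-sided), and changed sign over all libraries, to -0.03 with 22 of 75 higher.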

A pathway enrichment analysis was performed using the Gene Ontology (GO) and KEGG (Kyoto Encyclopedia of Genes and Genomes) repositories. Key developmental processes such as regulation of mesodermal fate (erythrocyte, myeloid cell differentiation and somitogenesis), ectodermal fate (nervous system development) as well as canonical Wnt signalling were impacted at the two highest dose rates (Figure 2, Table S1 and Figure S2a). In addition, several genes of the retinoic acid pathway (RA) involved in the regionalisation of the three germ layers along the anteroposterior axis (*crabp2b*, *rarab*, *aldh1a2*) were upregulated at 5 and 50 mGy/h (Table S2). 

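Table S2 lists 15 genes of the retinoic acid pathway by their Ensembl identifiers, and all were tested at 5 mGy/h. Over the samples of the paper crabp2b (ENSDARG00000030449) had 911 ± 99.5 CPM (SD, n = 4) in exposed and 661 ± 41.3 (SD, n = 4) in control embryos, a log2 fold change of 0.46 (standard error 0.10, adjusted p = 0.0028 from edgeR's quasi-likelihood test). rarab (ENSDARG00000034893) had 50.8 ± 1.32 and 39.9 ± 2.71 CPM (SD, n = 4 each), a log2 fold change of 0.35 (standard error 0.10, adjusted p = 0.0171). aldh1a2 (ENSDARG00000053493) had 90.0 ± 6.41 and 64.9 ± 4.58 CPM (SD, n = 4 each), a log2 fold change of 0.47 (standard error 0.10, adjusted p = 0.0025). In these 3 genes no exposed library overlapped the controls, and none reached a fold change of 1.5. With the removed libraries the log2 fold changes were 0.47 for crabp2b (adjusted p = 0.0065), 0.30 for rarab (adjusted p = 0.0251) and 0.30 for aldh1a2 (adjusted p = 0.0567). Control replicate 3 had the lowest aldh1a2, apart from the other controls of the paper. For this gene the removed controls 1 and 2 had 72.7 and 75.6 CPM and the removed exposed replicates 2 and 6 had 72.1 and 69.1.

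Among the 15 genes 9 were higher and 6 lower, 6 had an adjusted p under 0.05 over all genes tested and 6 after adjustment over the list alone, and 1, cdx1a, was a DEG (log2 fold change 0.96, adjusted p = 0.00049, and 0.90 over all libraries, adjusted p = 0.0018). The mean log2 fold change of the list was 0.20, and 0.16 over all libraries. Its mean log2 CPM was higher in all 4 exposed libraries than in all 4 controls (two-sided exact permutation test, p = 0.0286, adjusted p = 0.0831).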

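At the lower dose rates, the gene sets whose functions the paper names among its enriched terms were tested as a whole. At 0.5 mGy/h 59 of 85 genes of ribosome biogenesis were higher in exposed embryos and 12 were DEG, with a mean log2 fold change of 0.23 over the samples of the paper. All 4 exposed libraries were above all 6 controls in the mean log2 CPM of the set (two-sided exact permutation test, p = 0.019, and 0.0831 after Benjamini-Hochberg adjustment over 8 gene sets and 4 dose rates). It was 0.19 over all libraries, with 1 DEG in place of 12 and with the removed exposed replicates 1 and 3 0.11 and 0.07 above the mean of the controls and below the highest control at 0.14. At 0.005 mGy/h 27 of 29 histone genes were higher, with a mean log2 fold change of 0.55, and none was a DEG. The 3 exposed libraries were above the 4 controls (two-sided exact permutation test, p = 0.0286, the smallest p possible, and 0.0831 adjusted). The mean was larger at 0.05 mGy/h, 0.79 with 27 of 29 higher (camera adjusted p = 3.6e-06, exact permutation p = 0.267, two-sided), where exposed replicate 3 stood at 1.51 and the other exposed libraries from 0.19 to 0.37. Over all libraries it was 0.38 there, with the removed controls 3 and 4 at 0.85 and 0.60. Histone genes were lower at 0.5 mGy/h, by a mean of -0.10 with 18 of 29 lower. Reads of histone genes map to many near-identical copies, so that their counts are uncertain. Exposed replicate 3 at 0.05 mGy/h also had the highest share of read pairs mapped to several places (35.7%). At 0.005 mGy/h this share was 17.2% to 17.8% in the 3 exposed libraries and 14.9% to 16.6% in the 4 controls, without overlap. Whether the rise of histone genes there is tied to this difference was not tested. limma's camera test gave adjusted p of 1.4e-05 for ribosome biogenesis and 4.6e-13 for histones, but also passed in 12 and 10 of 26 splits of controls.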

Fewer biological pathways were enriched in the other conditions (from 0.005 to 0.5 mGy/h) due to the small number of DEG. However, a significant enrichment of genes involved in mitochondrion activity (electron transport chain, oxidative phosphorylation and ATP synthesis-coupled electron transport) was found at 0.5 mGy/h and higher dose rates (Figures S2 and S3). 

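Oxidative phosphorylation was examined as a set of 109 nuclear genes of the respiratory chain and ATP synthase chosen by symbol. The enrichment among DEG that the paper reports was not repeated. At 0.5 mGy/h the mean log2 fold change of the 96 genes tested was 0.02 over the samples of the paper, 53 genes were higher and 43 lower, and none was a DEG. The mean log2 CPM was 4.94 ± 0.15 (SD, n = 4) in exposed and 4.92 ± 0.12 (SD, n = 6) in control libraries, a difference within the spread of replicates (two-sided exact permutation test, p = 0.743). limma's camera test gave an adjusted p of 0.566. The mean changed sign over all libraries, to -0.05, with the removed exposed replicates 1 and 3 at -0.15 and -0.25. Of the same genes 89 of 96 were higher at 5 mGy/h, 35 of them DEG, with a mean log2 fold change of 0.49. The mean log2 CPM was 5.01 ± 0.20 (SD, n = 4) in exposed and 4.53 ± 0.10 (SD, n = 4) in control libraries, without overlap (exact permutation test, two-sided, p = 0.0286, adjusted p = 0.0831). Over all libraries it was 0.30, with 0 DEG (exact permutation p = 0.0281, two-sided, adjusted p = 0.102). The removed control replicate 2 stood 0.39 above the mean of the controls kept by the paper, and the removed exposed replicates 2 and 6 at 0.16 and 0.15. camera passed for this set at 5 mGy/h (adjusted p = 4.8e-21) and also in 20 of 26 splits of controls.

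The nuclear set was higher at the lowest dose rates as well. Of 95 genes 82 were higher at 0.005 mGy/h, by a mean log2 fold change of 0.23, with all 3 exposed libraries above all controls (exact permutation test, two-sided, p = 0.0286, adjusted p = 0.0831, camera adjusted p = 1.5e-10). At 0.05 mGy/h 89 of 97 were, by 0.28, with all 4 exposed libraries above both controls kept by the paper (exact permutation p = 0.0667, adjusted p = 0.142, camera adjusted p = 8.6e-22). With the removed controls 3 and 4, which stood at 0.57 and 0.41, the mean at 0.05 mGy/h was 0.03 and 63 of 96 genes were higher.

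The 13 protein genes of the mitochondrial genome went the other way at 5 mGy/h, with 11 of 13 lower and a mean log2 fold change of -0.29 (camera adjusted p = 0.237), and all 4 exposed libraries were below all 4 controls (exact permutation test, two-sided, p = 0.0286, adjusted p = 0.0831). Over all libraries the mean was -0.17 (exact permutation p = 0.0649, adjusted p = 0.173). Of the 13 genes 12 were lower at 0.005 mGy/h, by a mean of -0.53 (camera adjusted p = 1.7e-06), with the 3 exposed libraries below all controls (exact permutation p = 0.0571, two-sided, adjusted p = 0.142). The camera test also passed for this set in 7 of 26 splits of controls. No fall was seen at 0.05 mGy/h, with a mean of 0.13 and 10 of 13 higher (exact permutation p = 0.867, two-sided), or 0.02 and 5 of 13 over all libraries. At 0.5 mGy/h it was -0.02, or 0.06 over all libraries.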

As IR exposure leads to partially overlapping transcriptomic response at 5 and 50 mGy/h (21.6%, 589 DEG), we checked the common deregulated pathways in these two conditions. A significant enrichment of pathways involved in embryonic development (pattern specification process and canonical Wnt signalling pathway), cell differentiation (polarised epithelial cell differentiation), mesoderm development (somitogenesis) and metabolism (regulation of lipid biosynthetic process and peptide metabolic process) was found (Figure S4).

### 2.3. Promoter Analysis Reveals Enrichment of Master Regulators Expressed in the Three Germ Layers and Involved in Mitochondria Energetic Metabolism

We analysed the promoter (genomic sequence 2 kb upstream and 50 bp downstream the transcriptional start site) of all DEG to identify master transcriptional regulators that orchestrate gene expression, focusing on the three highest dose rates as such analysis requires large number of DEG. This analysis allows the characterisation of the upstream transcription factors potentially responsible for the observed transcriptional changes in the RNA-seq data. We found 84 different TF DNA-binding sites enriched in the promoter of the DEG at 0.5 mGy/h, 51 at 5 mGy/h and 80 at 50 mGy/h (Figure S5 and Table S3). By checking the expression of these TF during zebrafish embryogenesis, we found that 24% were expressed during gastrulation (Table S3). We then analysed the DNA-binding sites in common between the three dose rates and found an enrichment of TF involved in the development of the three germ layers (FOXG1, NKX6-1 and POU3F3) as well as TF regulating glycolysis in mitochondria (FOXK1 and FOXK2) [29] (Table S3). These data show that TF regulating morphogenesis or involved in energetic metabolism were altered by exposure to IR at dose rates greater or equal to 0.5 mGy/h.

### 2.4. Embryonic Exposure to Moderate and High Dose Rates of IR Induces Promoter Hypomethylation

To assess whether IR can modify epigenetic marks and thereby modulate transcriptional activity, we analysed DNA methylation at the whole genome scale using WGBS on shield stage embryos. The two highest dose rates of 5 and 50 mGy/h were used as these exposures lead to many DEG. The methylation levels of 18,322,470 and 17,759,785 CpG were quantified, respectively, at 5 and 50 mGy/h, and compared to controls. The global methylation level of 5-methyl cytosine (5mC) in the CpG context was close to 80% in the control group (Figure 3a), in accordance to previous zebrafish studies on similar embryonic stages [16]. No change in global methylation levels was detected after exposure to IR (Figure 3a). As expected, a fraction of known CpG islands (CGIs) was highly methylated in control embryos and confirmed the quality of the WGBS data (Figure 3b). The pairwise differential analysis of CpG methylation levels between control and exposed conditions highlighted 8190 and 7560 differentially methylated cytosines, respectively, at 5 and 50 mGy/h (adjusted *p*-value < 0.05 and methylation difference ≥ 10%). To check if exposure to IR can modify methylation levels in CGIs, methylation levels between the control and exposed embryos at 5 and 50 mGy/h were compared. Both hypo- and hypermethylation of CGIs were detected, but hypomethylated CGIs were predominant in both conditions (Figure 3c,d). As CpG are usually used as a proxy for promoter localisation, we checked directly the methylation status of known promoters. As for CGIs, a fraction of known promoters was highly methylated in the zebrafish genome (Figure 3e) and promoter hypomethylation was predominant after exposure to IR at 5 and 50 mGy/h (Figure 3f,g). It is usually assumed that promoter hypomethylation is associated with an open chromatin state that activates transcription. To check whether IR-induced DNA hypomethylation was associated with an active or inactive transcriptional state, we mapped the 5mC obtained by WGBS against the histone marks H3K27me3 and H3K4me3 from a published ChIP-Seq dataset made at the same developmental stage [30], as these marks are associated with promoters repression and activation, respectively, after the MZT [31]. High levels of 5mC were observed in the vicinity of both histone marks in controlled conditions, as expected (Figure 3h,k). Furthermore, DNA hypomethylation was observed in the vicinity of both H3K27me3 (Figure 3i,j) and H3K4me3 (Figure 3l,m) marks, showing that DNA hypomethylation could be associated with both repressed and active promoters. High doses of IR are known to induce genomic instabilities and can be associated with the mobilisation of transposons. To check if such processes might occur in our exposure scenario, the DNA methylation level of the different transposon families present in zebrafish [32] was checked. No change in DNA methylation was detected in DNA transposons or retrotransposons (Figure S6).

To further assess how DNA methylation is impacted after exposure to IR, we grouped 5mC into differentially methylated regions (DMR), a common way to study DNA methylation differences across biological samples and assess their possible function in transcriptional regulation [33] (see Material and Methods). We found 1858 and 1208 DMR (methylation difference > 10%, permutation *p*-value < 0.01) in the zebrafish genome after exposure to 5 and 50 mGy/h, respectively. Among these, 297 DMR (either hyper- or hypomethylated) were found in common at both dose rates and separated by less than 2 kb. The comparison of their methylation status at 5 and 50 mGy/h showed that DMR were mostly hypomethylated compared to controls, and 60% (corresponding to 177 DMR) were differentially methylated concordantly at 5 and 50 mGy/h (Figure 4a). DMR localised in promoter regions are classically considered to modulate gene expression in vertebrates. We, therefore, studied more closely the distribution of DMR around the different genomic feature (promoters, introns, exons, UTRs and intergenic regions). Most DMR were located in intergenic regions or introns but up to 20% of the DMR were located at less than 3 kb from known promoters (Figure 4e). Focusing on DMR located close to promoters, we found that DMR were enriched at the TSS in both exposed groups (Figure 4b). In addition, the discrimination between hypo- and hypermethylation showed that DMR localised in the TSS region were hypomethylated at both dose rates (Figure 4c,d). Taken together, these results show that exposure to IR leads to a reduction of DNA methylation in gene promoter and indicate a potential functional role on the modulation of transcriptional activity.

### 2.5. Promoter Hypomethylation after Exposure to Moderate and High Dose Rates of IR Modulates Transcriptional Activity of Important Developmental Genes

To check if promoter hypomethylation can have an impact on gene activity, we crossed the WGBS data with the expression analysis made by RNA-seq. A total of 600 hypomethylated DMR, located at less than 500 bp of known TSS and hypomethylated at 5 or 50 mGy/h, were selected, and the expression of the corresponding genes was analysed by hierarchical clustering (Figure 5). We observed two different clusters of genes: cluster 1 (red) was composed of genes expressed at low level in controls and upregulated after irradiation at 5 and 50 mGy/h, while cluster 2 (green) was composed of genes that were mostly downregulated in the exposed conditions compared to controls. DMR hypomethylation was thus correlated with a modulation of transcriptional activity, but not strictly with the upregulation of gene expression. We then checked if we could detect differentially methylated promoters (hyper- or hypomethylated) associated with significant transcriptional changes (DEG with adjusted *p*-value < 0.05). We detected 227 DEG with DMR at 50 mGy/h (Figure 6, two first outer circles), containing a differentially methylated promoter, and 99 genes at 5 mGy/h (Figure 6, two inner circles). For instance, *twist1a* expressed in mesoderm during gastrulation [34] was significantly upregulated eight times (adjusted *p*-value < 10^−7^) in zebrafish embryos exposed at 50 mGy/h compared to controls, and displayed a 10% hypomethylation in a DMR located 804 bp upstream *twist1a* TSS (Figure 7a, upper panel). Another gene, *blf*, expressed in mesoderm and involved in convergent extension during gastrulation [35], contained a hypermethylated DMR (29%) located 2258 bp upstream TSS and was downregulated 1.8-fold in embryos exposed at 50 mGy/h (adjusted *p*-value < 10^−2^) (Figure 7a, lower panel). 

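fgf4 (ENSDARG00000105230) is expressed at a low level at this stage, with between 9 and 45 counts in each library of the batch of 5 mGy/h. Over the samples of the paper it had 0.54 ± 0.17 CPM (SD, n = 4) in embryos exposed at 5 mGy/h and 1.55 ± 0.42 (SD, n = 4) in controls, a fold decrease of 2.81 (log2 fold change -1.49, standard error 0.35, adjusted p = 0.0058 from edgeR's quasi-likelihood test). No exposed library reached the lowest control. Over all 12 libraries the log2 fold change was -1.40 (standard error 0.25, adjusted p = 0.0065). The removed control replicates 1 and 2 had 1.74 and 1.37 CPM, and the removed exposed replicates 2 and 6 had 0.52 and 0.77. With each library left out in turn, the log2 fold change of fgf4 at 5 mGy/h stayed between -1.64 and -1.28, but in 6 of the 8 fits the gene was no longer a DEG (highest adjusted p = 0.0314).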

At 5 mGy/h, *fgf4* implicated in left–right symmetry was downregulated 2.6-fold and a hypomethylated (10%) DMR was detected at 205 bp from its TSS (Figure 7b, upper panel). Similarly, a DMR located in the *bmp2b* promoter (distance to the TSS = 0), a morphogen involved in specification of the ventral fate in gastrulation [36], was hypomethylated at 5 mGy/h and associated with transcriptional activation (adjusted *p*-value < 0.05 and fold change = 1.7). These results confirm that DMR located in important genes regulating morphogenesis can be associated with significant transcriptional changes, but also highlight that, in our data, promoter hypomethylation was not strictly associated with transcriptional activation.

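The symbol of bmp2b is shared in the files by a pair of genes listed as BMP2, of which only ENSDARG00000041430 was counted highly enough to be tested. Over the samples of the paper bmp2b (ENSDARG00000041430) had 11.4 ± 1.08 CPM (SD, n = 4) in embryos exposed at 5 mGy/h and 7.01 ± 1.19 (SD, n = 4) in controls, a fold change of 1.63 (log2 fold change 0.70, standard error 0.16, adjusted p = 0.0045 from edgeR's quasi-likelihood test). Over all libraries the log2 fold change was 0.37 (standard error 0.16, adjusted p = 0.145) and the groups overlapped. The gene stayed a DEG in 3 of the 8 fits over the samples of the paper that left out a library. The removed controls 1 and 2 had 9.18 and 10.3 CPM, and the removed exposed replicates 2 and 6 had 7.71 and 8.27.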

Finally, a functional annotation of the differentially methylated promoter was made using DMR located at less than 3 kb from known TSS. The GO pathways associated with promoter methylation changes were involved in general process of embryonic development (developmental growth, specification of symmetry and regulation of gastrulation), ectoderm development (telencephalon development, hindbrain development, spinal cord development, regulation of neuron development, synaptic signalling and neurogenesis) and mesoderm development (somitogenesis) (Figure 8).

## 3. Discussion

In this study, we investigated how the early step of zebrafish embryonic development can be altered after exposure to IR by studying genome-wide gene expression and DNA methylation. No morphological abnormalities or increased embryonic lethality could be observed at any of the dose rates tested here. This is in agreement with earlier studies that showed that IR exposure at less than 150 mGy does not impact embryonic survival directly [37], but rather induces subtle neuromuscular and motility defects [25]. However, we observed different molecular effects depending on the dose rates, from modification of mitochondrial processes at moderate and high dose rates (> 0.5 mGy/h), to perturbation of important TF involved in morphogenesis of ectoderm and mesoderm at the two highest dose rates (5 and 50 mGy/h). The transcriptional profile obtained at 5 mGy/h was largely overlapping the one at 50 mGy/h, and, as expected, dose rates at 0.5 mGy/h and below induced subtle changes on gene expression. However, a high number of unique genes were found at 50 and 0.5 mGy/h indicating that a particular transcriptional response might occur at these two dose rates. In addition, the expression of several genes varied proportionally with dose rates from 0.5 to 50 mGy/h, while others displayed nonlinear patterns especially around 0.5 mGy/h. These results suggest that, in our study, a linear dose–response with irradiation is not a common feature to all genes and all dose rates. 

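Among the 356 DEG at 0.5 mGy/h, 335 were not DEG at 5 mGy/h over the samples of the paper, and among the 1158 DEG at 5 mGy/h, 1137 were not DEG at 0.5 mGy/h. Of the genes that were DEG only at 0.5 mGy/h, 13.0% were higher than in controls at 5 mGy/h, with a median log2 fold change of -0.33 there. This is a count over genes and not over libraries. As a set, the DEG higher at 0.5 mGy/h were not detectably lower at 5 mGy/h. Their mean log2 CPM differed by -0.28 (two-sided exact permutation test, p = 0.286, and 0.251 over all libraries). Across the genes tested in both comparisons the log2 fold changes at these dose rates had a Pearson correlation of -0.06, where genes are not independent replicates. Over all libraries 61 DEG were found only at 0.5 mGy/h and 79 only at 5 mGy/h, and the correlation was -0.28. From the number of genes found at only one dose rate, the paper proposes that a particular transcriptional response might occur at 0.5 mGy/h and at its highest dose rate.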

Rather, we observe that a specific set of genes responded linearly with dose rates between 0.5 and 50 mGy/h, but not at lower dose rates. Similar nonlinear response to gamma radiation has already been described in mouse and plants for cytogenetic damages like micronuclei and chromosomic aberrations [38].

Functional analysis made on the transcriptomic data showed a significant enrichment of genetic pathways involved in neuroectoderm and mesoderm development at 5 and 50 mGy/h. More specifically, molecular processes regulating neurogenesis (GO:0060322: head development, GO:0007399: nervous system development and GO:0030902: hindbrain development), somitogenesis (GO:0061053: somite development) and differentiation of blood cells (GO:0061515: myeloid cell differentiation and GO:0043249: erythrocyte differentiation) were significantly enriched at the two highest dose rates. However, these organs are not formed yet in shield embryos (6 hpf). 

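At 5 mGy/h, over the samples of the paper, sox2 (ENSDARG00000070913) had 53.9 ± 5.41 CPM (SD, n = 4) in exposed and 86.2 ± 13.9 (SD, n = 4) in control embryos, a log2 fold change of -0.68 (standard error 0.12, adjusted p = 0.00089 from edgeR's quasi-likelihood test), and -0.60 over all libraries (adjusted p = 0.0126). Of a pair of genes listed as SIX3, the one tested (ENSDARG00000054879) rose by 0.70 (adjusted p = 0.0075), and by 0.58 over all libraries (adjusted p = 0.0218), and it stayed a DEG in 3 of the 8 fits that left out a library. otx2a (ENSDARG00000030703) and lft1 (ENSDARG00000019920) rose by 0.43 (adjusted p = 0.0030) and 0.53 (adjusted p = 0.0013), under the fold change of the threshold. notch3 (ENSDARG00000052139) rose by 0.36 (adjusted p = 0.0325). The log2 fold changes of deltaB (dlb, ENSDARG00000004232; -0.64, adjusted p = 0.0644), her12 (ENSDARG00000032963; 0.31, adjusted p = 0.431) and the tested gene listed as SHH (ENSDARG00000068567; 1.11, adjusted p = 0.0508) did not pass an adjusted p of 0.05. Over all libraries dlb was at -0.76 (adjusted p = 0.0226). No gene of the files was matched to her6.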

The detailed analysis of the deregulated genes present in these GO terms, highlights the presence of many genes involved in Notch signalling (*deltaB*, *her6*, *her12* and *notch3*), as well as morphogens (*shha* and *bmp2b*) and TF (*sox2*, *six3b*, *otx2a* and *lft1*). All these genes are known to be expressed during gastrulation but are also involved in organogenesis later in development (reviewed in [39,40,41]). We thus interpreted these results as a deregulation of morphogenesis in the corresponding germ layers, neuroectoderm and mesoderm for the central nervous system and somite development, respectively. 

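Among genes of the ectoderm at 5 mGy/h, over the samples of the paper, otx2b, listed as OTX2 (ENSDARG00000011235), had 18.2 ± 0.78 CPM (SD, n = 4) in exposed and 8.36 ± 1.28 (SD, n = 4) in control embryos, a log2 fold change of 1.12 (standard error 0.14, adjusted p = 0.00024 from edgeR's quasi-likelihood test). msx1a (ENSDARG00000116118) rose by 1.20 (adjusted p = 0.00092) and lft2 (ENSDARG00000044059) by 0.69 (adjusted p = 0.0025), while her2 (ENSDARG00000038205), with at most 28 counts in a library, changed by 1.15 with a standard error of 0.58 (adjusted p = 0.158). Among genes of the mesoderm, tbx6 (ENSDARG00000011785) had 8.98 ± 1.24 and 3.94 ± 0.34 CPM (SD, n = 4 each), a log2 fold change of 1.18 (standard error 0.17, adjusted p = 0.00041). tbx16l (ENSDARG00000006939) rose by 0.68 (adjusted p = 0.00053) and fzd2 (ENSDARG00000054438) by 0.74 (adjusted p = 0.00066). twist1a (ENSDARG00000030402) was counted too low to be tested at this dose rate. Over all libraries otx2b, msx1a, tbx6 and fzd2 were DEG (log2 fold changes of 1.01, 1.00, 0.95 and 0.59), and tbx16l (0.55) and lft2 (0.54) were not. For otx2b the removed controls 1 and 2 had 7.70 and 9.10 CPM, and the removed exposed replicates 2 and 6 had 14.9 and 13.6.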

The deregulation of TF specifically expressed in the ectoderm (*msx1a*, *otx2b*, *lft2* and *her2*) and in the mesoderm (*tbx16l*, *fzd2*, *tbx6* and *twist1a*), during gastrulation, support the hypothesis that ectoderm and mesoderm were impacted at the molecular level by IR. How these molecular effects affect gastrulation or neurogenesis and somitogenesis at the cellular level was not investigated in the present study. And further studies are required to confirm the observed transcriptional changes at other levels. However, it was observed in our previous study (using the same experimental settings) that IR at 5 and 50 mGy/h altered the expression of genes involved in neurogenesis and somitogenesis in 24, 48 and 96 hpf zebrafish embryos and larvae, and these molecular effects were linked to neuromuscular impairments and larval motility defects in 5 days old larvae [25]. From these complementary sets of data, it can be proposed that IR at 5 and 50 mGy/h deregulates gastrula stage neuroectoderm and mesoderm morphogenesis, which might lead later in development to central nervous system and muscle impairments. Another study demonstrated neuromuscular impairment as well as a decrease of acetylcholinesterase expression during chronic exposure at similar dose rates, reinforcing prior results showing that IR at more than 5 mGy/h can lead to neuromuscular disorders [42]. All these results indicate that the developing central nervous system seems particularly vulnerable to stress and DNA damage [11,43]. In line with this observation, epidemiological studies conducted on Hiroshima and Nagasaki survivors demonstrated brain development defects and reduced cognitive performance in foetus exposed in uterus at doses higher than 0.31 Gy [44,45,46]. Likewise, recent field studies showed similar effects on wild animals, as decreased brain and body size were reported in monkey foetuses obtained in Fukushima Prefecture [47] and brain size of young birds living in the Chernobyl exclusion zone were also found to be smaller than in control area [48]. Taken together, our results indicate that the functional defects in neurogenesis and muscle development observed at 24 hpf and up to 5 days post fertilisation, might have their root, at least in part, in early developmental perturbations in the morphogenesis of the neuroectoderm and the mesoderm.

In a recent study, Hurem et al. [49] described the effects of IR (at dose rates higher than 0.54 mGy/h) on zebrafish gastrulation. The authors described a deregulation of RA and Notch signalling, as well as other important developmental genes like *vegfab*, *apoA1b*, *sox2* and *vox*. In addition, the authors used the Ingenuity software (QIAGEN, Inc., California, USA https://targetexplorer.ingenuity.com/) to describe potential upstream regulators (*myc*, *tp53*, *tnf* and *hnf4a*) and potential disease networks (brain malformation, growth failure, necrosis and hypoplasia of organs). If the effect on important developmental pathways (in particular RA and Notch signalling) was clear, the authors did not describe how IR can alter the morphogenesis of the three germ layers. In addition, the relationship between upstream regulators and downstream effects did not reveal any clear hypothesis on how the TF expressed during gastrulation were altered and how these effects could translate to detrimental effects at later stages (besides the potential role of *myc* in the induction of tumorigenesis and t*p53* induction of apoptosis). Presumably, the usage of the Ingenuity software precluded such analysis, as its knowledge-base is using annotations from human, rat and mouse [50] but not zebrafish. In the present study, we confirmed the deregulation of Notch and RA signalling at 5 and 50 mGy/h. Furthermore, we found that other pathways such as Wnt and BMP signalling were also altered. The identification of DNA-binding site of key TF expressed in ectoderm and the mesoderm in the DEG promoter consolidates the hypothesis that exposure to IR at dose rates higher than 5 mGy/h deregulates morphogenesis during gastrulation, with potential harmful consequences on neurogenesis and somitogenesis later in development.

In addition to the effects on the transcriptome, our WBGS results demonstrated that embryonic exposure to IR at 5 and 50 mGy/h can alter DNA methylation patterns outside, but also in the vicinity of TSS. Between 20% and 25% of the DMR were located in promoter regions (distance < 3 kb from TSS), while 60% to 70% of the DMR were located inside intronic or intergenic regions. Importantly, the functional annotation of differentially methylated promoters (DMR located at < 3kb from TSS) showed an enrichment of genes involved in embryonic development, neurogenesis and somitogenesis. These results correlate nicely with the transcriptomic data and collectively point towards a deregulation of genes involved in the morphogenesis of ectoderm and mesoderm upon exposure to 5 and 50 mGy/h. Mechanistically, these data suggest that IR could lead to changes in promoter methylation at the origin of the modulation of gene activity we observed at the transcriptomics level. It was already shown that exposure to high doses of IR decreases the expression levels of DNMTs and MeCP2 leading to global DNA hypomethylation [20,51]. If such mechanisms occur during embryonic development for low doses of IR remains to be confirmed, but no changes in DNMT expression was detected in our data (data not shown). 

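For the DNMT gene family, 13 names were sought, of which 6 had no match. The 7 genes matched were tested at each of the 4 dose rates: dnmt1, a pair of genes listed as DNMT3A, dnmt3ba, dnmt3bb.2, dnmt3bb.3 and trdmt1. None of the 28 comparisons was a DEG over the samples of the paper or over all libraries, and 2 had an adjusted p under 0.05 (edgeR's quasi-likelihood test, adjusted over all genes), both at 0.5 mGy/h. dnmt3bb.2 (ENSDARG00000057830) had 230 ± 18.4 CPM (SD, n = 4) in exposed and 178 ± 21.3 (SD, n = 6) in control embryos, a log2 fold change of 0.37 (standard error 0.10, adjusted p = 0.0227), and 0.33 over all libraries (adjusted p = 0.0297). dnmt1 (ENSDARG00000030756) fell by 0.39 (standard error 0.11, adjusted p = 0.0349), and by 0.28 over all libraries (adjusted p = 0.167). Across the 28 comparisons the log2 fold changes ranged from -0.57 to 0.37.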

How IR induces promoter hypomethylation during embryogenesis remains to be deciphered, as well as whether these methylation changes modify gene activity directly or not.

The distinction between hypo- and hypermethylated regions showed that most DNA methylation changes in promoters and in CGIs corresponded to a hypomethylation of these DNA regions. Previous studies demonstrated that demethylation of promoters positively modulate transcription [52]. By crossing the WGBS data with the expression data obtained by RNA-seq, we detected that hypomethylated DMR located at less than 500 bp from TSS were linked with transcriptional activation in about half of the cases, the other half of the genes being downregulated after exposure compared to controls. In addition, both H3K4me3 activating and H3K27me3 repressing marks were found in the vicinity of the hypomethylated DMR. Even if developmental genes can be poised for activation and thus harbour both H3K4me3 and H3K27me3 marks [53], these results show that DMR can be located in functional gene promoter. But establishing a clear link between DNA hypomethylation and gene activation remains difficult, as other factors (histone code, nucleosome assembly and TF-binding sites occupancy) affect also the chromatin state. Thus, the interaction of DMR with histone marks remains to be determined, for instance, by producing ChIP against H3K4me3 and H3K27me3 on irradiated embryos. In addition, functional studies on particular target genes will help deciphering the causal relationship between methylation changes, transcriptional regulation and adverse outcomes.

Hypomethylation of DNA has already been observed in previous studies after acute exposure to high dose of IR (0.5 to 5 Gy) either in cell lines [54] or in rodents [55,56,57]. Global DNA hypomethylation can lead to genomic instability [58,59] and the reactivation of transposable elements. We did not observe any changes in global methylation levels, nor in LINE elements or other transposable elements in the zebrafish genome, which suggest that the highest total dose rate used in this study (50 mGy/h during 6 h, i.e., total dose of 300 mGy) is not sufficient to cause genomic instability. Rather, our results indicate that the DMR associated with a role in gene regulation could be part of the stress response induced by IR. A recent study on zebrafish analysed the effects of a 27 days parental exposure at 8.7 mGy/h on DNA methylation changes in nonexposed F1 embryos at 50% of epiboly (5.5 hpf) [60]. Kamstra et al. found 5658 DMRs, predominantly located at regulatory regions (promoters and enhancers), and did not observe differences in the number of hypo- and hypermethylated DMR. As a comparison, we found 1858 and 1208 DMRs after exposure to 5 and 50 mGy/h, respectively. Despite differences in the exposure scenario (parental compared to direct exposure of embryos), these results suggest that longer exposure to IR (27 days compared to the 6 h used in our study) induce more effect on DNA methylation. DMRs and DEGs analyses on the F1-derived progeny pointed to an alteration of axonal guidance signalling. If axonal guidance is not a biological process ongoing in gastrulating embryos, these results can suggest an impairment of neurogenesis later in development (as proposed by the authors), which is in accordance with our present study where fertilised eggs were directly exposed to IR. These results raise the possibility that modification of DNA methylation patterns induced by IR can occur more frequently in the vicinity of developmental genes that could constitute IR-sensitive hotspots.

Our transcriptomic analysis detected potential effects of IR on mitochondrial energetic metabolism at dose rates higher than 0.5 mGy/h, indicating that this organelle could be sensitive to IR. Previous studies detected effects on mitochondrial activity for high doses (> 0.1 Gy) [61]. Our data show that mitochondrial activity could be altered at low dose rates (< 6 mGy/h). The fact that mitochondria possess less efficient DNA repair mechanisms compared to the nuclear genome [62] could, at least in part, explain our observation. Interestingly, mitigation of oxidative stress and DNA methylation share one biomolecule in their biological pathway, i.e., the S-adenosylmethionine (SAM). Indeed, the intracellular oxidative stress can be reduced in the cells by the synthesis of glutathione, a potent antioxidative molecule [63]. The limiting substrate for glutathione biosynthesis is the cysteine, which is itself synthesised from methionine via transsulphuration [64]. During glutathione synthesis, the methionine is converted into cysteine through reactions that involve SAM. As SAM is also the substrate used by DNMT enzyme to methylate DNA, a competition between DNA methylation and glutathione synthesis can occur in case of limited SAM bioavailability [65]. Thus, the redox status in the cell has an influence on SAM usage and may impact DNA methylation [66]. IR is known to increase the production of reactive oxygen species (ROS) [42] and produce DNA damages even in early gastrula embryos [67]. In the case of prolonged exposure to oxidative stress, glutathione stock can be depleted to protect cell from oxidative stress, which can result in an impairment of DNA methylation [68,69,70]. In our study, we found an impact on genes involved in oxidative stress and in mitochondrial redox processes at all dose rates but especially at dose rates higher than or equal to 5 mGy/h, suggesting that the redox balance during embryogenesis can be modified during exposure to IR. 

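gpx4a (ENSDARG00000068478) had 34.0 ± 5.18 CPM (SD, n = 4) in embryos exposed at 5 mGy/h and 19.8 ± 1.21 (SD, n = 4) in controls over the samples of the paper, a log2 fold change of 0.78 (standard error 0.13, adjusted p = 0.00055 from edgeR's quasi-likelihood test). gpx4b, listed as GPX4 (ENSDARG00000076836), had 241 ± 54.9 and 148 ± 16.3 CPM (SD, n = 4 each), a log2 fold change of 0.70 (standard error 0.13, adjusted p = 0.0016). With all 12 libraries the values were 0.48 for gpx4a (adjusted p = 0.0418) and 0.44 for gpx4b (adjusted p = 0.0733), neither a DEG, and the groups overlapped. The removed controls 1 and 2 had 23.4 and 29.7 CPM of gpx4a and 145 and 224 CPM of gpx4b, and the removed exposed replicates 2 and 6 had 23.7 and 25.0 CPM of gpx4a and 167 and 169 CPM of gpx4b.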

We found, for instance, that *gpx4a* and *gbx4b* expression, involved in the reduction of hydrogen peroxide, is increased at 5 and 50 mGy/h, as well as *duox*, *bco2l* and *nox1* at 50 mGy/h, which are involved in oxidative stress protection. It is thus possible that the increases of oxidative stress after exposure to IR can lead to partial depletion the SAM stock, at the expense of DNA methylation. However, such scenario would lead to global DNA hypomethylation of the genome, which is not observed in our data, but for much higher doses of IR [54,55,56,57,71]. More likely, our data points towards changes in mitochondrial activity as part of the stress response induced by IR, but more data on mitochondrial activity after exposure to low/moderate dose rates of IR (> 0.5 mGy/h) are needed to answer this question.

Our study explored the effects of low to high dose of IR on early embryonic development of zebrafish. Promoter hypomethylation at 5 and 50 mGy/h was associated with significant modulation on gene expression highlighting changes in the expression of gene involved in germ layer development. This observation underlines the role of the epigenetic mechanisms in the understanding of the effects caused by IR. Concordantly, many important developmental pathways like RA, BMP and Wnt signalling were impacted at the transcriptional level at 5 and 50 mGy/h, while few effects were detected at lower dose rates (0.5, 0.05 and 0.005 mGy/h). The transition between the effects induced by low and high dose rates seems thus to be located between 0.5 and 5 mGy/h during embryogenesis (total dose between 3 and 30 mGy, respectively). This is less than the proposed low dose and low dose rate limits defined so far in human (100 and 6 mGy/h [12]), but in the range of the expected dose rates giving rise to observable effects in the fish (0.4 to 4 mGy/h). In addition, we showed that transcription of genes involved in mitochondrial physiology was impacted at dose rates > 0.5 mGy/h. Taken together, our data suggest that the early developmental perturbations in the morphogenesis of the neuroectoderm and the mesoderm might predict the functional defects in neurogenesis and muscle development observed at later stages. From these different data, we propose a model of adverse outcome pathway of IR on embryonic development where perturbations of germ layer morphogenesis during gastrulation can contribute to the neurological and muscle disorders observed at later developmental stages.

## 4. Methods

### 4.1. Animal Experimentation and Ethics

Animal care was performed as described before [25]. Briefly, 6–9 month-old adults wild-type zebrafish (*Danio rerio*) of the AB strain (Amagen, Gif-sur-Yvette, France) were maintained in a ZebTEC system (Techniplast, Decine Charpieu, France) at 28 ± 1 °C, 350–450 μS/cm, pH 7.5 and a photoperiod of 12/12 h. In particular, 20 fishes were housed per 8 L tank. Animals were fed three times per day with TetraMin food flakes (Tetra Werke, Germany). Health was monitored by daily inspection. Embryos were obtained by mating 2 males and 2 females in 1.7 L breeding tanks for 15 min in fresh water (Beach Style Design, Techniplast, France) at a temperature of 28 ± 1 °C. Eggs from all spawn were pooled and grown in 25 mL embryo medium (60 mg/L Instant Ocean, 0.01% (w/v) of methylene blue) under constant temperature (28.5 ± 0.2 °C) and dark light cycles in MIR-154 incubator (Panasonic). Viable embryos were grown up to 6 hpf. All experiments were conducted with a percentage of fertilisation > 80%.

### 4.2. Irradiation

Gamma ray irradiations were performed in the MICADO experimental irradiation facility (IRSN, Cadarache, France) with four ^137^Cs sources of 370 GBq (Framatome ANP, Pierrelatte, France). The background level in the installation outside the irradiator was measured by operational dosimetry and was always <0.1 µGy/h. Fertilised embryos were exposed to gamma irradiation from 1 hpf (four-cell stage) up to 6 hpf. Absorbed dose rates in 100 mm diameter petri dish containing 25 mL of fish water and air kerma rates were computed with the Monte-Carlo N-Particle transport code (MCNPX version X-24E). Operational dosimetry with radiophotoluminescent dosimeters (RPL, GD-301 type, Chiyoda Technol Corporation, Tokyo Japan) was used to confirm the simulations at 50, 5, 0.5, 0.05 and 0.005 mGy/h. The effective dose rates were 46.80 ± 0.98, 5.08 ± 0.02, 0.47 ± 0.005, 0.052 ± 0.001 and 0.0044 ± 0.0001 mGy/h (Table S4).

### 4.3. Sequencing Libraries Preparation and Data Generation for Transcriptomic Analysis

Total RNA extraction of biological replicates (3 to 6 per condition) were made from pools of 40 embryos at 6 hpf. Total RNA extraction was performed by TRIzol/chloroform extraction (Life Technologies). RNA integrity (RIN), quality and concentration were assessed using RNA Nano Chips (Bioanalyzer 2100, Agilent). All samples had a RIN > 8. Sequencing libraries were generated from 1 µg of total RNA following the TruSeq mRNA stranded protocol (Illumina, San Diego, USA). After quality check and concentration determination on DNA1000 Chips (Bioanalyzer 2100, Agilent, Les Ulis, France), libraries were run on a NovaSeq 6000 platform to produce 50 bases long paired-end reads (Clinical Research Sequencing Platform, Broad Institute, MIT, Cambridge, USA). Between 27 and 158 million of good-quality reads (Q > 30) were produced for each sample (Table S5), which corresponds to the minimal coverage recommended by ENCODE (https://www.encodeproject.org/about/experiment-guidelines/). Read quality was assessed with FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/), adapter sequences were removed with TrimGalore! v0.6.4 (http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) and mapped against the GRCz11 zebrafish reference genome using RNA-STAR v020201 [72] and the known exon–exon junctions from Ensembl release 95 [73]. Normalisation and differential expression analysis were performed with DESeq2 v1.22.2 [74]. Biological reproducibility was assessed by hierarchical clustering of the variance stabilised expression data (rlog) obtained from DESeq2 with Pearson’s correlation and complete linkage method. To increase the power of analysis of the differential gene expression analysis, we selected 37 samples with good reproducibility from the original set of 45 samples (Figure S1). Genes with |fold change| ≥ 1.5 and adjusted *p*-value < 0.01 (false discovery rate) were considered as differentially expressed in all analysis, except for the comparison of RNA-seq data with DMR where a threshold for the adjusted *p*-value < 0.05 was used. Hierarchical clustering of normalised expression data (rlog) or fold changes from DESeq2 were made with the R package hclust using Pearson’s correlation and the complete-linkage method. Fuzzy-mean clustering was used to cluster genes based on their expression patterns across the five different dose rates of ionising radiation. To do so, we normalised on the same scale, the fold change of 3319 significant DEG (|fold change| ≥ 1.5 and adjusted *p*-value < 0.01) in at least one condition and applied fuzzy-mean clustering [75] using the R package mfuzz using the parameters c = 4 and m = 2. Expression profiles were plotted with the R package ggplot2.

### 4.4. Gene Ontology Analysis

Gene ontology (GO) enrichment was performed using the R packages topGO [76] and clusterProfiler [77] using the zebrafish DEG obtained from DESeq2 (Table S1). For KEGG enrichment, the human orthologous genes were used, as described before [25]. Enrichments with *p*-value from Fisher’s exact test ≤ 0.01 were considered significant. MA-plots, heat maps, histograms and Venn diagrams were produced using the R package ggplot2 [78].

### 4.5. TF-Binding Sites Enrichment

Significantly (|fold change| ≥ 1.5 and adjusted *p*-value < 0.01) DEG found at 50, 5 and 0.5 mGy/h were searched for enrichment of TF DNA-binding sites in their promoter sequence. A set of 5000 randomly chosen promoters was used as background. Promoter sequences were defined as DNA genomic sequence located 2 kb upstream and 50 bp downstream the transcriptional start site, and were retrieved with the Perl Applied Program Interface from Ensembl release 95. The resulting promoter sequences were searched for enrichment of TFBS with oPOSSUM v3 [79] using the hidden Markov matrix models from Jaspar core-vertebrate database v2018 [80]. Binding sites with z-score > 6 and Fisher-score > 3 were considered significantly enriched.

### 4.6. Purification of Genomic DNA

Biological replicates (3 per condition) were made from pools of 40 embryos at 6 hpf. Embryos were incubated under agitation at 55 °C during 3 h in extraction buffer (Tris 80 mM, NaCl 200 mM, EDTA 5 mM and SDS 0.5%) with 1 mg/mL of proteinase K. To avoid RNA contamination, samples were incubated 30 min at 37 °C with RNAse A (1 mg/mL). A phenol/chloroform extraction was performed followed by DNA precipitation with isopropyl alcohol. DNA pellets were resuspended in buffer AE (Qiagen, Courtaboeuf, France) and concentration assessed by fluorometric quantification (Qubit, Life Technologies, Villebon-sur-Yvette, France). Quality of DNA was assessed by electrophoresis on 1% (w/v) agarose gel; no signs of DNA degradation or RNA contamination were detected.

### 4.7. Bisulphite Conversion and Production of WGBS Data

Precisely, 300 ng of extracted genomic DNA was used for bisulphite conversion using the EZ DNA Methylation-Gold Kit (Zymo research, Irvine, USA) following manufacturer’s instructions. All samples were spiked-in with 0.5 ng of PUC 19 nonmethylated DNA (Zymo research, Irvine, USA) to control bisulphite conversion rate (Table S6). Quality control of converted DNA was assessed on RNA Pico Chip (Bioanalyzer 2011, Agilent, Les Ulis, France) and by measuring recovered ssDNA quantity with a Nanodrop (Thermo Fisher, Villebon-sur-Yvette) spectrophotometer. Sequencing libraries were prepared from 50 ng of converted DNA with TruSeq DNA Methylation Kit and indexes from Illumina following manufacturer’s instructions. DNA integrity, quality and concentration were assessed on High Sensitivity DNA Chip (Bioanalyzer 2011, Agilent, Les Ulis, France). Libraries were multiplexed at 2 nM and run on a HiSeq 4000 (Illumina, San Diego, USA) to produce 50 bases long paired-end reads at the CerBMgie platform (IGBMC, Illkirch, France).

### 4.8. Bioinformatic Analysis of WGBS Data

Between 154 and 181 million of good-quality reads were produced for each sample (Table S7 and Figure S7). Read quality was assessed with FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Adapter sequences and low read quality (Phred score < 30) were trimmed with TrimGalore! v0.6.4 (http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/). Trimmed reads were mapped against a fully C-to-T converted version of the zebrafish genome (GRCz11) with Bismark v0.16.3 [81] with the following options: --bowtie2 -X 1000 -N 1 --ambig_bam --nucleotide_coverage -un –ambiguous --phred33-quals. Methylation bias (M-bias) plots were generated with bismark_methylation_extractor with the options --mbias_only --no_overlap. PCR duplicates were removed using the Bismark function deduplicate_bismark and methylation levels obtained with bismark_methylation_extractor using the following options: --bedGraph --cytosine_report --gzip -- --no_overlap -p --ignore_3prime 6 --ignore 13 --ignore_r2 13 --ignore_3prime_r2 6. Bisulphite conversion rates were >96% (Table S6) and mapping efficiency against the zebrafish genome were >67% for all samples. Methylation levels in the CpG context were analysed with the R package DSS [82]. Methylation levels at each CpG site was determined in the biological triplicates from nearby CpGs using DMLtest function (window size of 300 base pairs) which uses an empirical Bayesian procedure to estimate the dispersion among all CpGs within the smoothing window. Methylation difference in pairwise comparison (exposed compared to control) was then assessed by a Wald test and adjusted *p*-value (False Discovery Rate) computed at each CpG site. Differentially methylated cytosines were considered significant at a threshold FDR < 5% and methylation differences ≥ 10%. Differentially methylated regions (DMR) were analysed with DMRichR [83,84,85] as a wrapper for dmrseq [84] and bsseq [85]. Briefly, CpG count matrix obtained from Bismark cytosine reports were filtered for at least 1X coverage per CpG across all samples. DMR were identified from pairwise comparison by a permutation test. To do so, each region with at least 3 CpG was compared to a null distribution created from a set of background regions meeting the same criteria (1X coverage across all samples and at least 3 CpG). Permutation *p*-value < 0.05 was considered significant, as published before [83]. Visualisation of DMR smoothed methylation values were generated with bsseq.

### 4.9. Association with Genomic Features

Heatmap of DEG associated with germ layers information was obtained by querying the expression database from ZFIN for the stage “gastrula” and the expression domains “ectoderm,” “endoderm” and “mesoderm” and selecting the DEG with |fold change| ≥ 1.5 and adjusted *p*-value < 0.01 in at least one comparative analysis. Clustering of expression differences (fold change) data was performed using the default of the R package heatmap.2. For CpG analysis, the genomic coordinates of known TSS were retrieved from all Ensembl transcripts (GRCv11 release 95) via the R package GenomicFeatures and GenomicRanges [86]. CpG islands, LINE, SINE and transposon genomic coordinates were retrieved from the USCS database (danRer11). Dot plot of cytosine methylation levels mapped to TSS and CpG islands were produced with the R packages EnrichedHeatmap [87] and circlize [88] using a distance to the feature of interest of 2 kb and a sliding window of 50 bp. Mapping of DMR coordinates to genomic features was performed with the R packages GenomicRanges and ChIPSeeker [89]. Circos plot of DMR and DEG was produced with the R package circlize with DMR located <3 kb from the TSS.

### 4.10. Analysis of H3K3me3 and H3K27me3 ChIP Data

ChIP-seq datasets made on shield zebrafish embryos against H3K3me3 (SRR372771) and H3K27me3 (SRR372772) marks were trimmed for quality (Q > 10). Adapter removal was made with TrimGalore! v0.6.4. Reads were then mapped against the zebrafish genome (GRCv11) with bowtie v1.2.2 using the parameter -m1. Uniquely mapped reads were used for peak detection using MACS2 using an effective genome size of 1.3.10^9^ bp. Genomic coordinates of the ChIP peaks were manipulated in R with the package GenomicRanges and dot plot of cytosine methylation levels mapped around H3K27me3 and H3K4me3 produced with the R packages EnrichedHeatmap and circlize.

## 5. Declarations

### 5.1. Ethics Approval and Consent to Participate

Animals were housed in the IRSN animal facilities accredited by the French Ministry of Agriculture for performing experiments on live zebrafish. Animal experiments were performed in compliance with French and European regulations on protection of animals used for scientific purposes (EC Directive 2010/63/EU and French Decree 2013-118). All experiments were approved by the Ethics Committee #81 and authorised by the French Ministry of Research under the reference APAFIS#11488.

### 5.2. Availability of Data and Materials

The datasets generated in this study are publicly available in the GEO repository under the accession number GSE146198.

## Figures and Tables

**Figure 1:**
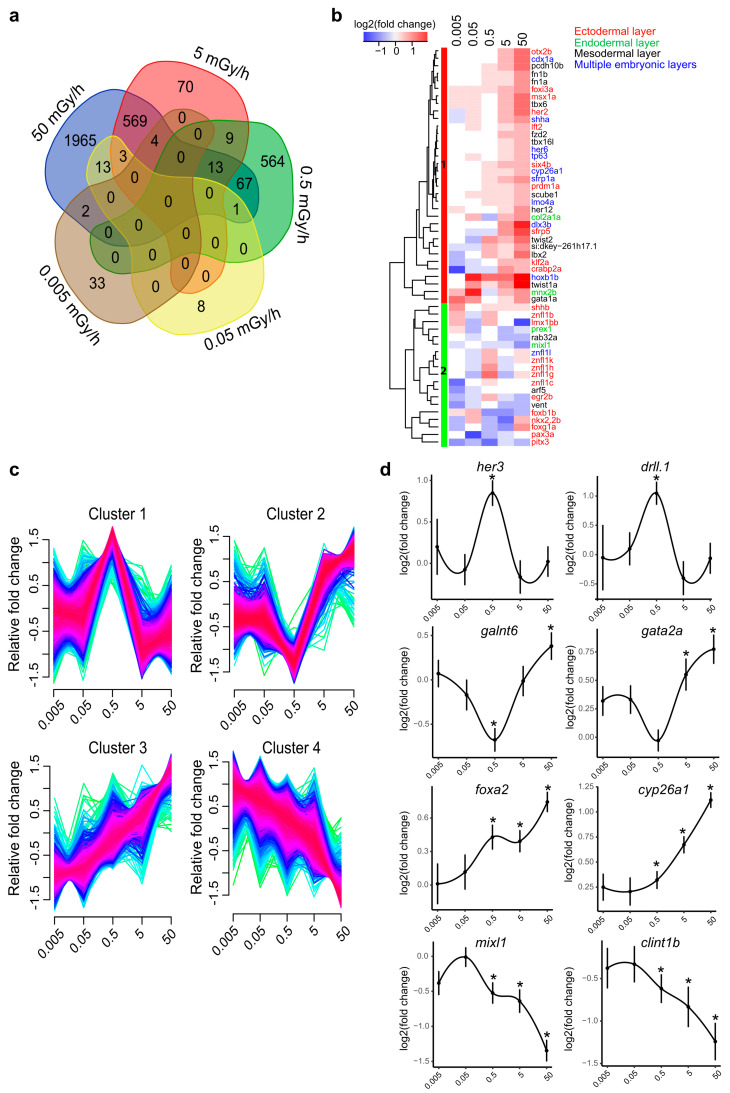
Transcriptomic analysis of shield embryos (6 hpf) exposed to ionising radiation (IR). Dose rates are indicated in mGy/h. (**a**) Venn diagram of differentially expressed genes at the five dose rates (|fold change| ≥ 1.5 and adjusted *p*-value < 0.01). (**b**) Hierarchical clustering of log2 fold change across all dose rates of genes known to be expressed in the different germ layers during gastrulation (based on ZFIN annotations, see Material and Methods). Known expression in the ectoderm (red), endoderm (green), mesoderm (black) or in multiple embryonic layers (blue) is indicated. Upregulated genes are displayed in red, downregulated genes in blue and no changes in white. Cluster 1 (red) and cluster 2 (green) are indicated. (**c**) Expression patterns obtained by fuzz-mean clustering of 3319 selected DEG misregulated in at least one condition (|fold change| ≥ 1.5 and adjusted *p*-value < 0.01). The fold-change were normalised on the same scale, and the y-axes indicate relative fold change. Genes with high cluster membership are displayed as red lines, those with moderate membership in blue and low membership in green. (**d**) Example of gene expression patterns across the different dose rates using loess-smoothed conditional means. Two genes are displayed for each of the four clusters detected by fuzzy-mean clustering. Mean of log2 (fold change) are indicated as dots and standard errors are indicated as vertical bars (* adjusted *p*-value < 0.01).

**Figure 2:**
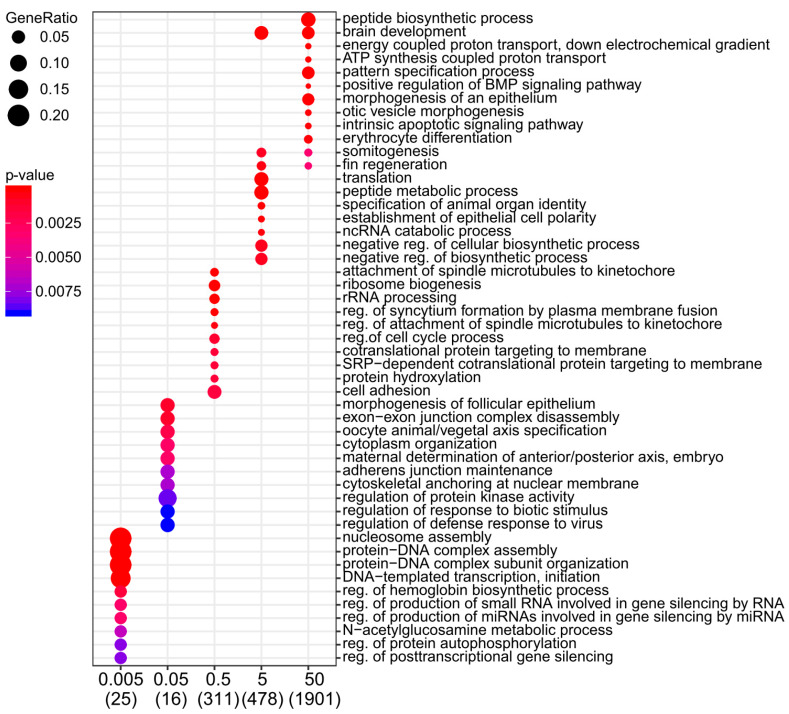
Dot plot of zebrafish GO (Gene Ontology) term enrichment showing the top 10 enriched pathways. Dose rates are indicated at the bottom in mGy/h. The total number of deregulated genes within the GO pathways selected on the dot plot are indicated in brackets. Colours indicate the *p*-values from Fisher’s exact test, and dots size is proportional to the number of differentially expressed genes (DEG) in the given pathway.

**Figure 3:**
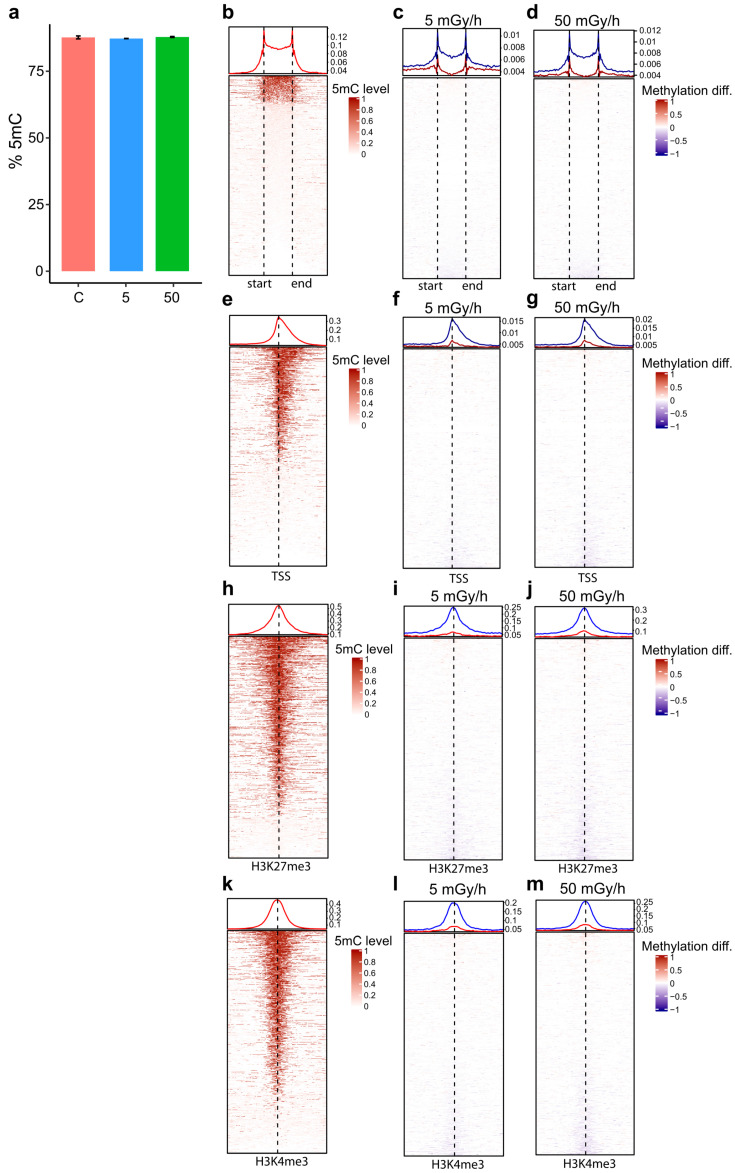
Analysis of 5mC abundancy in the CpG context after exposure to IR at 5 and 50 mGy/h in shield embryos. (**a**) Mean percentage of 5mC in control (C, red), 50 mGy/h (50, green) and 5 mGy/h (5, blue). Standard errors for the biological replicates are indicated. (**b**–**m**) Dot plots of 5mC mapped in a window 2 kb up and down to known genomic features. Start–end of CpG islands (CGIs) as well as localisation of transcriptional start (TSS) or the histone marks H3K27me3 and H3K4me3 are indicated by the dashed lines. The fraction of 5mC in the +/− 2 kb genomic window is indicated at the top of each dot plot. (**b**) Fraction of 5mC in control embryos in CGIs, (**e**) in TSS, (**h**) in H3K27me3 and (**k**) in H3K4me3. Fraction of differentially methylated cytosine (5mC) in exposed embryos (5 and 50 mGy/h) in (**c** and **d**) CGIs, (**f** and **g**) TSS, (**i** and **j**) H3K27me3 and (**l** and **m**) H3K4me3. Blue: hypomethylated compared to control and red: hypermethylated.

**Figure 4:**
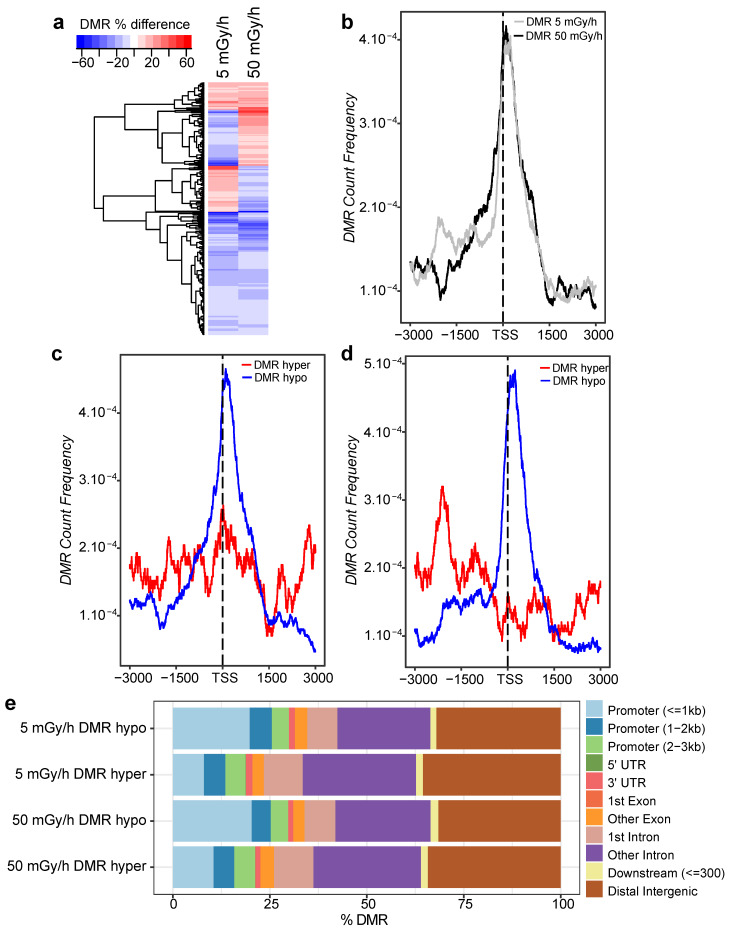
Analysis of differentially methylated regions (DMR). (**a**) Heatmap of methylation difference (%) in DMR detected at 5 and 50 mGy/h. Blue DMR: hypomethylation, red DMR: hypermethylation and white: no change. (**b**) DMR count frequency in a 6 kb window relative to known TSS (dashed line) at 50 mGy/h (black) and 5 mGy/h (grey). (**c**) Distribution of hypomethylated (blue) and hypermethylated (red) DMR in a 6 kb window centred to known TSS (dashed line) at 50 mGy/h and (**d**) at 5 mGy/h. (**e**) Distance of hypermethylated and hypomethylated DMR to known genomic features (TSS, gene promoter, exons, introns and intergenic regions).

**Figure 5:**
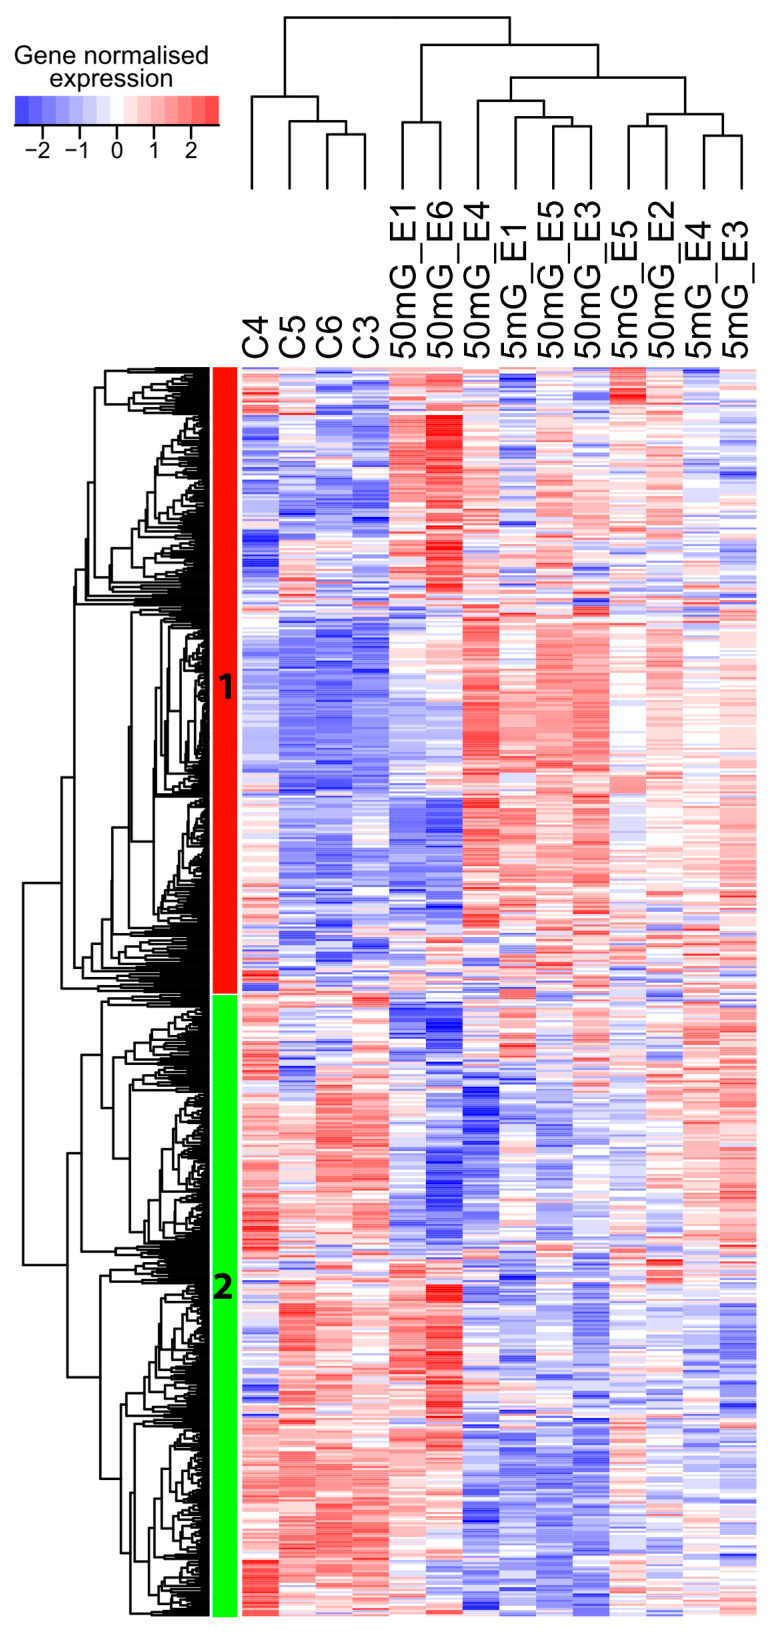
Heat map of normalised expression of 600 genes with a hypomethylated promoter (DMR < 500 bp from TSS) at 50 mGy/h (50 mG), 5 mGy/h (5 mG) and control (C). Biological replicates in each condition are displayed. Blue: low expression, white: moderate expression and red: high expression.

**Figure 6:**
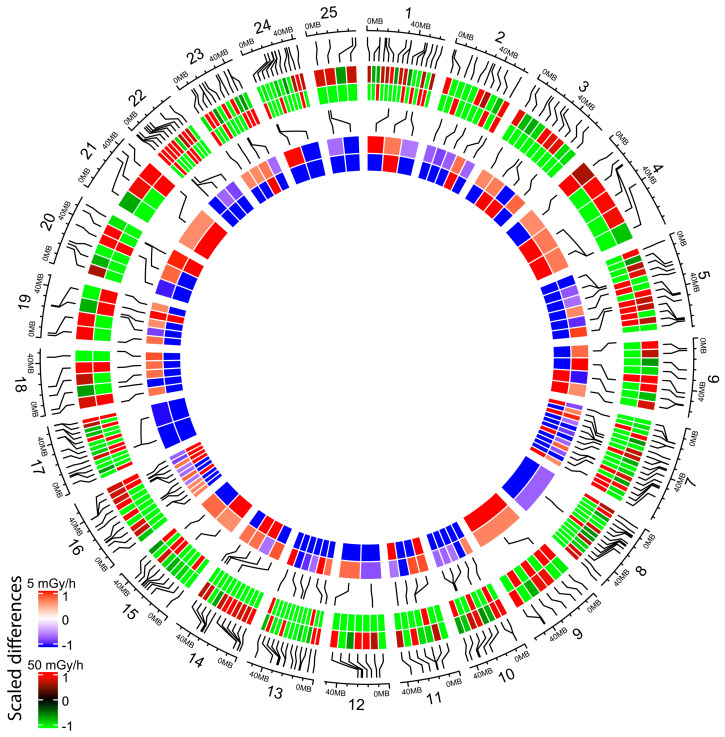
Circos plot of differentially methylated promoter associated with DEG at 50 mGy/h (two outer circles) and 5 mGy/h (two inner circles). Zebrafish chromosome number are indicated from 1 to 25 and approximate genomic locations are displayed by black lines. Promoter methylation changes (defined as DMR located at < 3 kb from TSS, % methylation difference ≥ 10% and permutation *p*-value < 0.05) and gene expression changes (fold change of DEG with adjusted *p*-value < 0.05) were normalised on the same scale to visualise effect of promoter methylation on gene expression. Outer circle: % methylation difference in DMR at 50 mGy/h (hypermethylation: red, no change: white and hypomethylation: green). Second circle: DEG at 50 mGy/h (upregulation: red, no change: white and downregulation: green). Third circle: % methylation difference in DMR at 5 mGy/h (hypermethylation: red, no change: white and hypomethylation: blue). Inner circle: DEG at 5 mGy/h (upregulation: red, no change: white and downregulation: blue).

**Figure 7:**
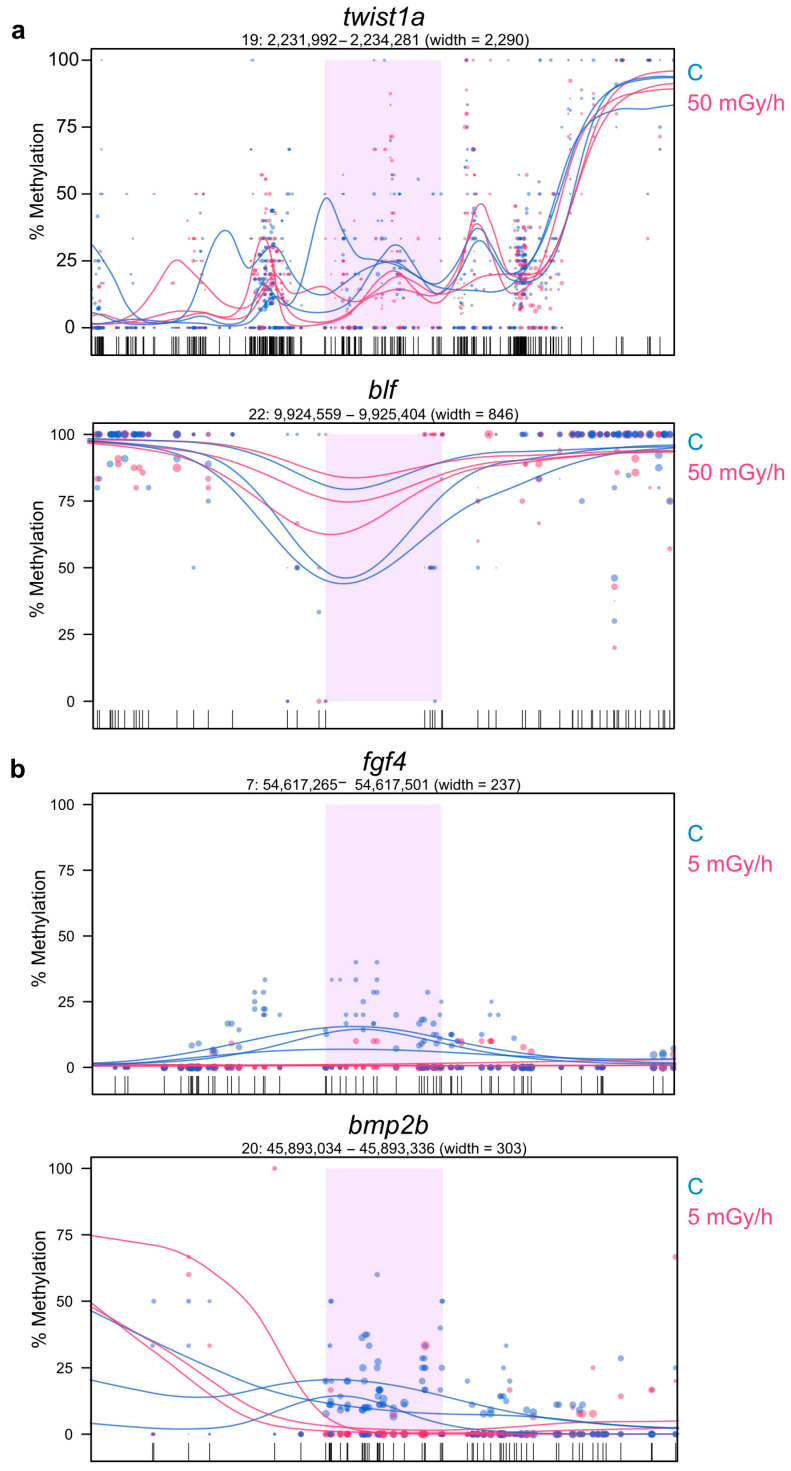
Example of methylation profile of DMR located in the promoter of DEG gene at (**a**) 50 mGy/h and (**b**) 5 mGy/h. The purple part corresponds to the DMR detected with significant methylation change (permutation *p*-value < 0.05 and methylation difference ≥ 10%). The gene name and the genomic coordinated are indicated at the top. Locations of methylated CpG measured in the whole genome bisulphite sequencing (WGBS) data are indicated at the bottom by black vertical lines. Methylation of CpG appears as circles for each biological replicate with a dot size proportional to the reads coverage. The lines correspond to the model of CpG methylation level for each sample. Red: 50 or 5 mGy/h and blue: control.

**Figure 8:**
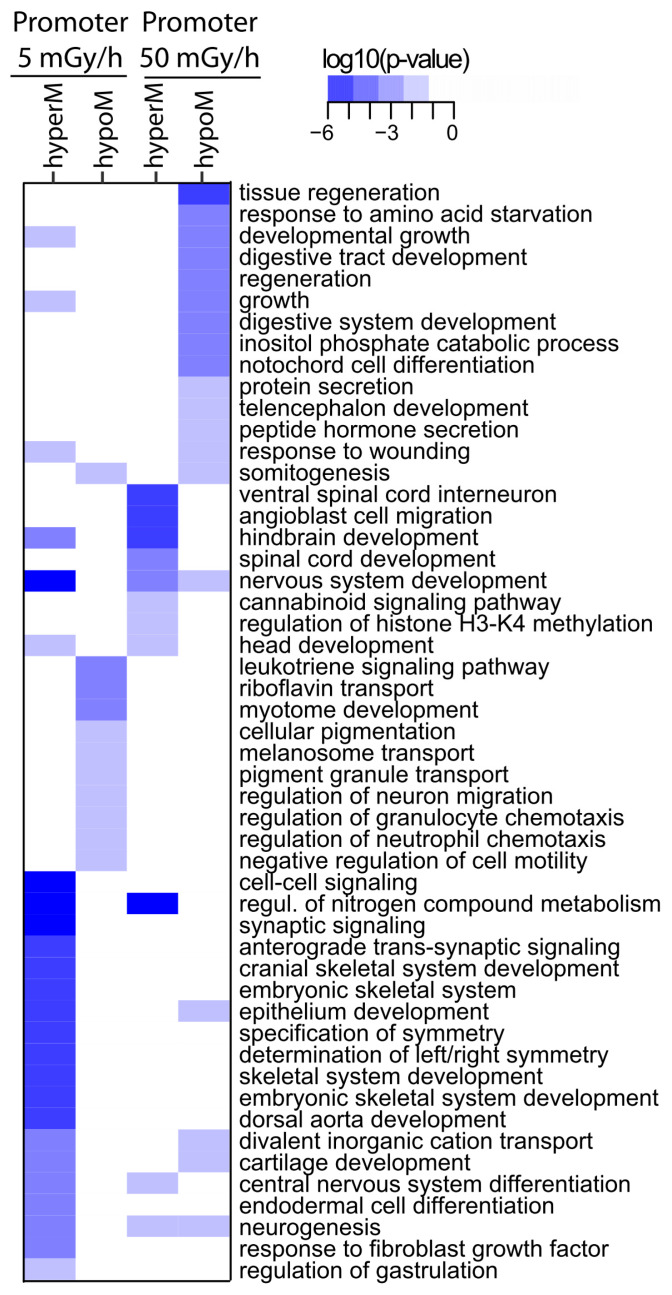
Heat map of GO enrichment of gene promoter displaying significant methylation changes. DMR with permutation *p*-values < 0.05 and located less than 3 kb from the TSS were used. Dose rates and methylation state are indicated at the top. Colours indicate the enrichment *p*-values obtained from Fisher’s exact test.

## Supplementary Materials

The following are available online at https://www.mdpi.com/1422-0067/21/11/4014/s1, Figure S1: Assessment of biological variability of RNAseq samples, Figure S2: Enrichment of biological pathways, Figure S3: Volcano plot displaying the differential expression, Figure S4: Dot plot of zebrafish GO term, Figure S5: Transcription factor binding sites enrichment in the promoters of DEG, Figure S6: Dot plot of differential methylation levels of transposon, Figure S7: Assessment of biological variability of WGBS samples, Table S1: Complete list of zebrafish GO terms enriched in the RNAseq data, Table S2: List of deregulated genes involved in the retinoic acid signalling, Table S3: Table of TF binding sites, Table S4: Results of MCNPX simulations and operational dosimetry, Table S5: Quality control of sequencing reads of the 45 biological samples analysed by RNAseq, Table S6: Quality control of bisulfite conversion rate of the 12 samples analysed by WGBS, Table S7: Quality controls of sequencing reads of the 12 samples analysed by WGBS.

# Supplementary material for: Ionising Radiation Induces Promoter DNA Hypomethylation and Perturbs Transcriptional Activity of Genes Involved in Morphogenesis during Gastrulation in Zebrafish
**Source:** Int J Mol Sci. 2020 Jun 4;21(11):4014. doi: 10.3390/ijms21114014
**Supplement:** Supplementary file 1

**Supplementary Figure S1:** Assessment of biological variability of RNAseq samples by hierarchical clustering. (**a**) Dendrogram obtained by hierarchical cluster of all samples generated by RNAseq. Potential outliers (red) were removed to increase the power of the subsequent differential analysis. (**b**) Dendrogram obtained by hierarchical cluster of the 37 selected samples used for the differential expression analysis. For each sample, the irradiation batch is indicated (I13, I14, I30, I32), as well as the replicate number and the dose rate used for exposure (C: non exposed control, 50mG: 50 mGy/h, 5mG: 5 mGy/h, 0.5mG: 0.5 mGy/h, 50microG: 0.05 mGy/h, 5microG: 0.005 mGy/h).

**Supplementary Figure S2:** Enrichment of biological pathways deregulated in 6 hpf embryos after exposure to IR at 0.005, 0.05, 0.5, 5 and 50 mGy/h. (**a**) Heat map of representative zebrafish GO pathways. Dose rates are indicated at the bottom in mGy/h. Colours indicate the p-values from Fisher’s exact test. (**b**) Dot plot of KEGG enrichment pathways using human gene orthology. Dose rates are indicated at the bottom in mGy/h. Note that no KEGG pathway was found to be enriched in the condition 0.05 mGy/h due to the small number of DEG. The total numbers of DEG in the KEGG pathways selected on the dot plot are indicated in brackets. Colours indicate the enrichment p-values from Fisher’s exact test and dots size is proportional to the number of DEG in the given pathway.

**Supplementary Figure S3:** Volcano plot displaying the differential expression (fold change and adjusted p-value) of genes annotated in the zebrafish genome with the GO term (**a**) “mitochondrion” (GO:0005739) and (**b**) “Response to oxidative stress” (GO:0006979) at 50, 5 and 0.5 mGy/h. DEG (|fold change| ≥ 1.5 and adjusted p-value (padj < 0.01) are represented in red and yellow colours.

**Supplementary Figure S4:** Dot plot of zebrafish GO term enrichment using the 589 DEG found in common at 5 and 50 mGy/h. Colours indicate the enrichment p-values from Fisher’s exact test and dots size is proportional to the number of genes constituting the given pathway.

**Supplementary Figure S5:** Transcription factor binding sites enrichment in the promoters of DEG at (**a**) 50 mGy/h (**b**) 5 mGy/h and (**c**) 0.5 mGy/h. Blue dot indicates significant enrichment of the DNA binding site (Z-score > 6 and Fisher-score > 3).

**Supplementary Figure S6:** Dot plot of differential methylation levels of transposon (indicated as DNA TP) and retrotransposons (SINE and LINE elements) at (**a**) 50 mGy/h and (**b**) 5 mGy/h. The % of methylation differences are shown in a window of 2 kb up and down the transposon (start and end indicated by the dashed lines). A minor fraction of cytosine is differentially methylated (fraction < 0.005) as indicated at the top of each dot plot (blue: hypomethylated compared to control, red: hypermethylated).

**Supplementary Figure S7:** Assessment of biological variability of WGBS samples by hierarchical clustering.

**Supplementary Table T1:** Complete list of zebrafish GO terms enriched in the RNAseq data at 0.005, 0.05, 0.5, 5 and 50 mGy/h. The p-values from the Fisher’s exact test are indicated.

**Supplementary Table T2:** List of deregulated genes involved in the retinoic acid signalling. The log2(fold change) and adjusted p-values of all genes annotated in the zebrafish genome with the GO terms “regulation of retinoic acid receptor signalling” (GO:0048385), “response to retinoic acid” (GO:0032526) and “retinoic acid receptor signalling pathway” (GO:0048384) are displayed. Significantly regulated genes in the RNAseq data are indicated in bold (adjusted p-value < 0.01).

**Supplementary Table T3:** Table of TF binding sites enriched significantly (Z-score > 6 and Fisher’s score > 3) in the promoter of genes deregulated in the RNAseq data at 50, 5 and 0.5 mGy/h. The Z-scores and Fisher-scores obtained from oPOSSUM are indicated for each TF binding sites. The last two columns indicate respectively if the given TF binding sites was enriched in the three conditions and expressed in gastrula embryos (based on Zfin expression patterns, http://zfin.org/).

**Supplementary Table T4:** Results of MCNPX simulations and operational dosimetry obtained with radio photoluminescent dosimeter (mGy/h) at the target dose rates of 50, 5, 0.5, 0.05 and 0.005 mGy/h (sd: standard deviation to the mean).

**Supplementary Table T5:** Quality control of sequencing reads of the 45 biological samples analysed by RNAseq. Replicates number, dose rate, irradiation batch and developmental stage are indicated for each sample, as well as the reads number obtained and the % of reads with Phred score Q > 30 (R1: read1, R2: read2).

**Supplementary Table T6:** Quality control of bisulfite conversion rate of the 12 samples analysed by WGBS. Replicates number, dose rate, irradiation batch and developmental stage are indicated for each sample, as well as the % conversion of C to T.

**Supplementary Table T7:** Quality controls of sequencing reads of the 12 samples analysed by WGBS. Replicates number, dose rate, irradiation batch and developmental stage are indicated for each sample, as well as the reads number obtained and the % of reads with Phred score Q > 30.

# Supplementary material for: Ionising Radiation Induces Promoter DNA Hypomethylation and Perturbs Transcriptional Activity of Genes Involved in Morphogenesis during Gastrulation in Zebrafish
**Source:** Int J Mol Sci. 2020 Jun 4;21(11):4014. doi: 10.3390/ijms21114014
**Supplement:** Supplementary file 1

**a**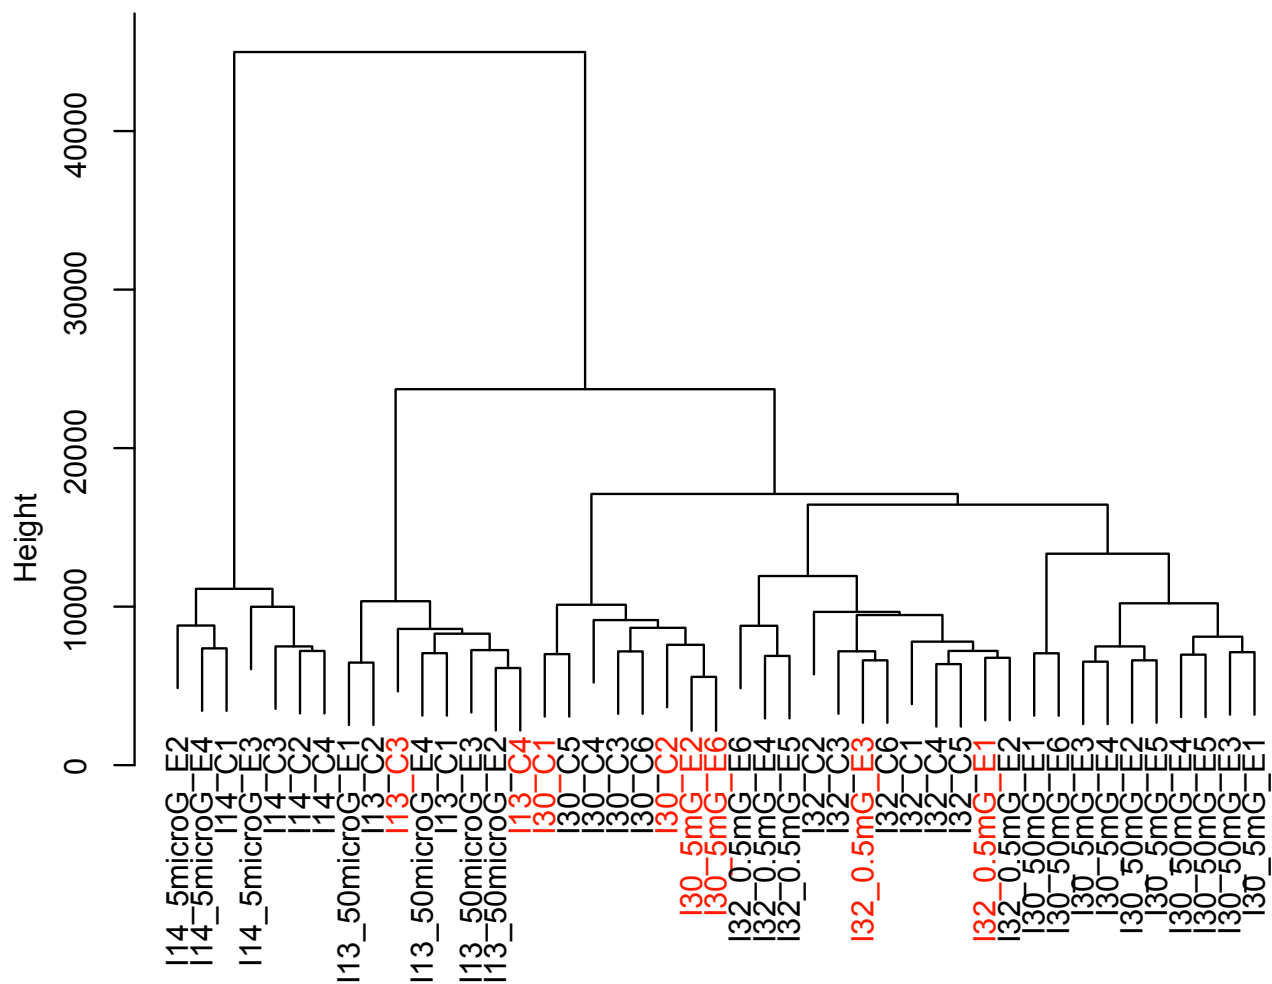**b**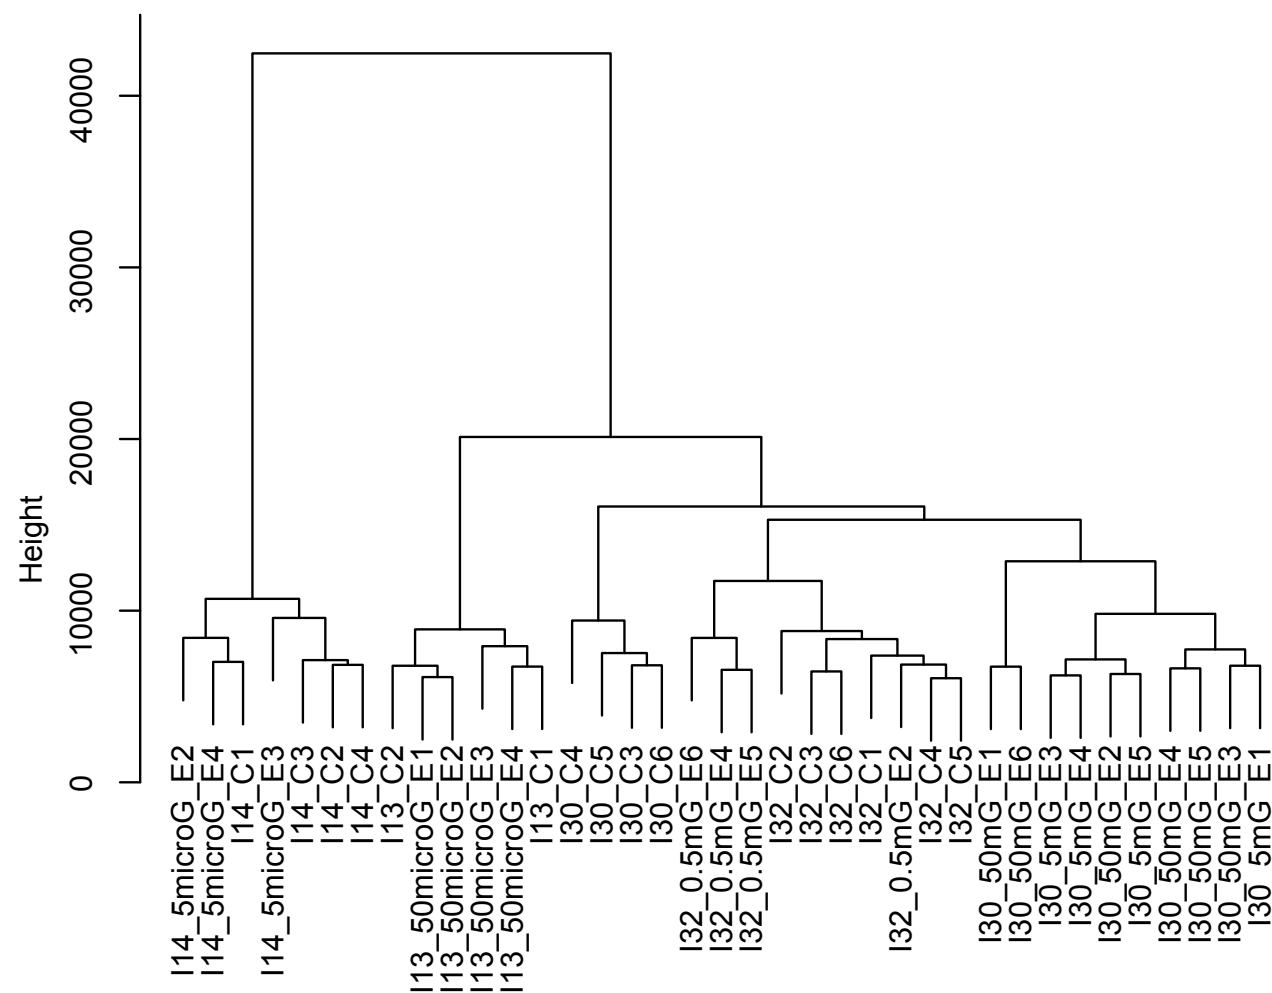

Supplementary Figure S1

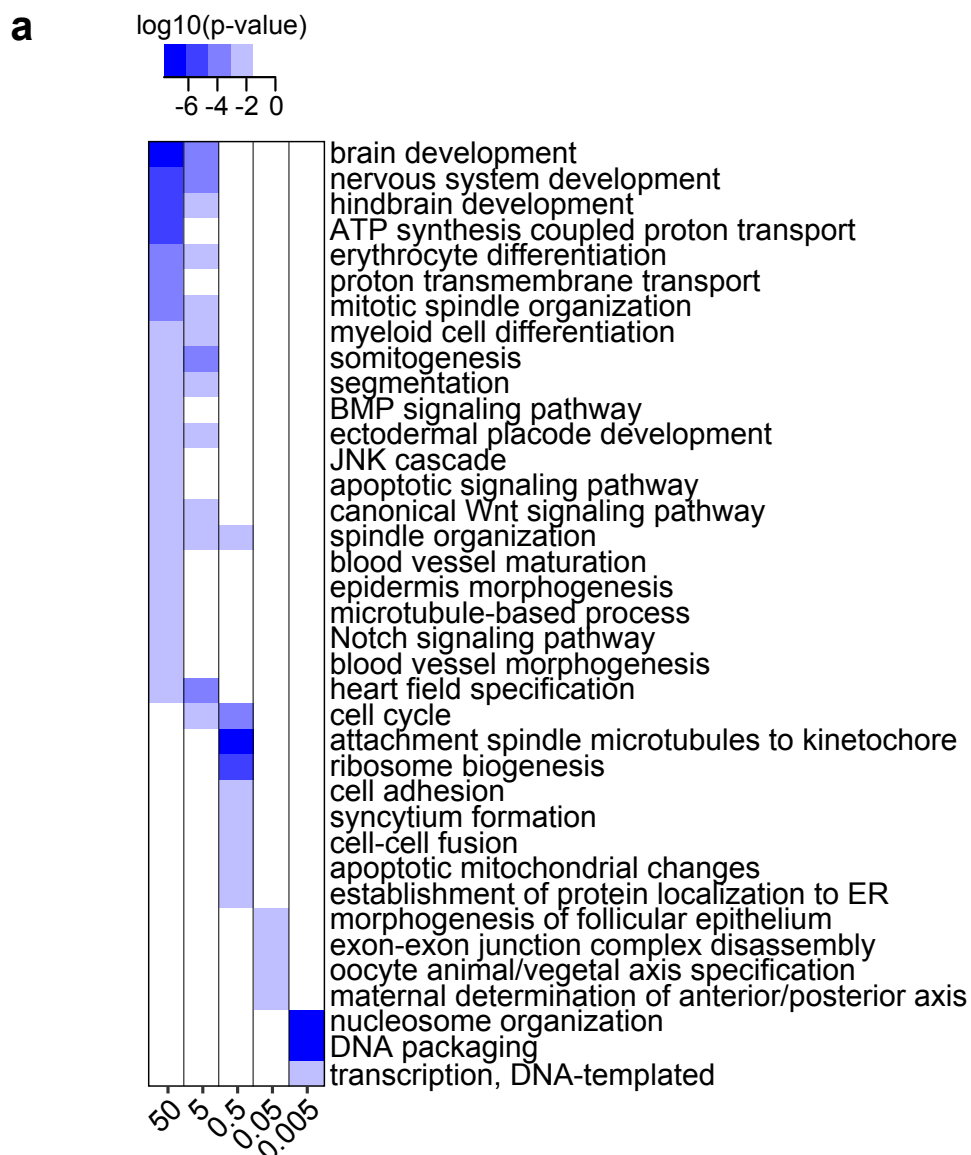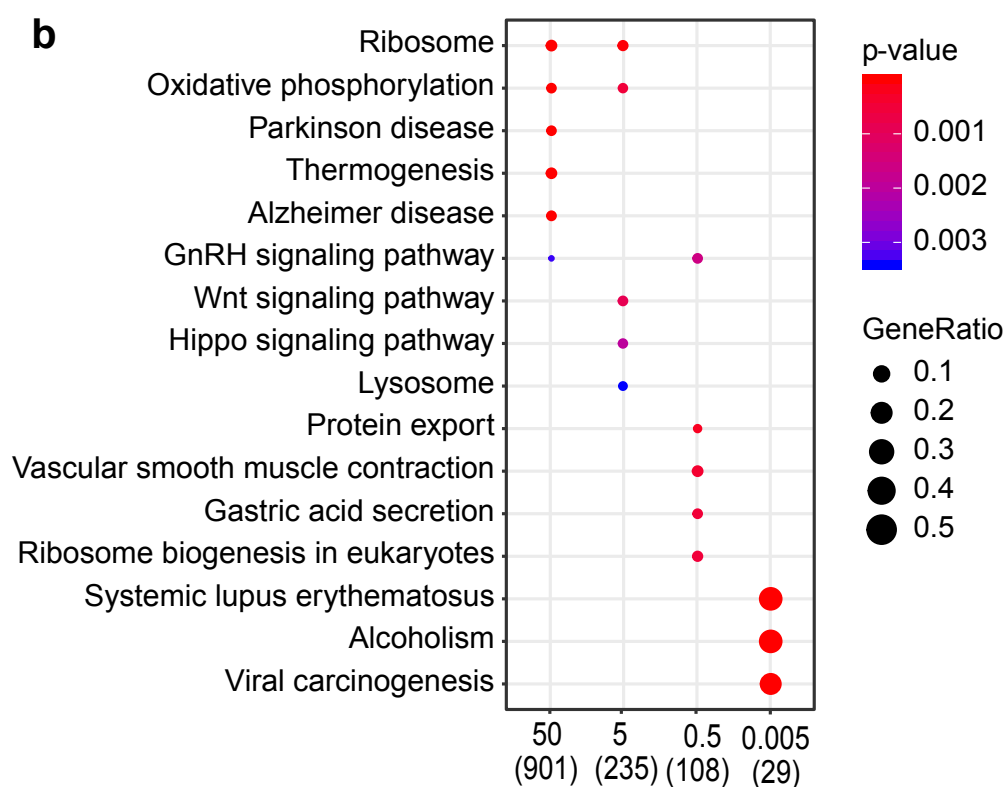

Supplementary Figure S2

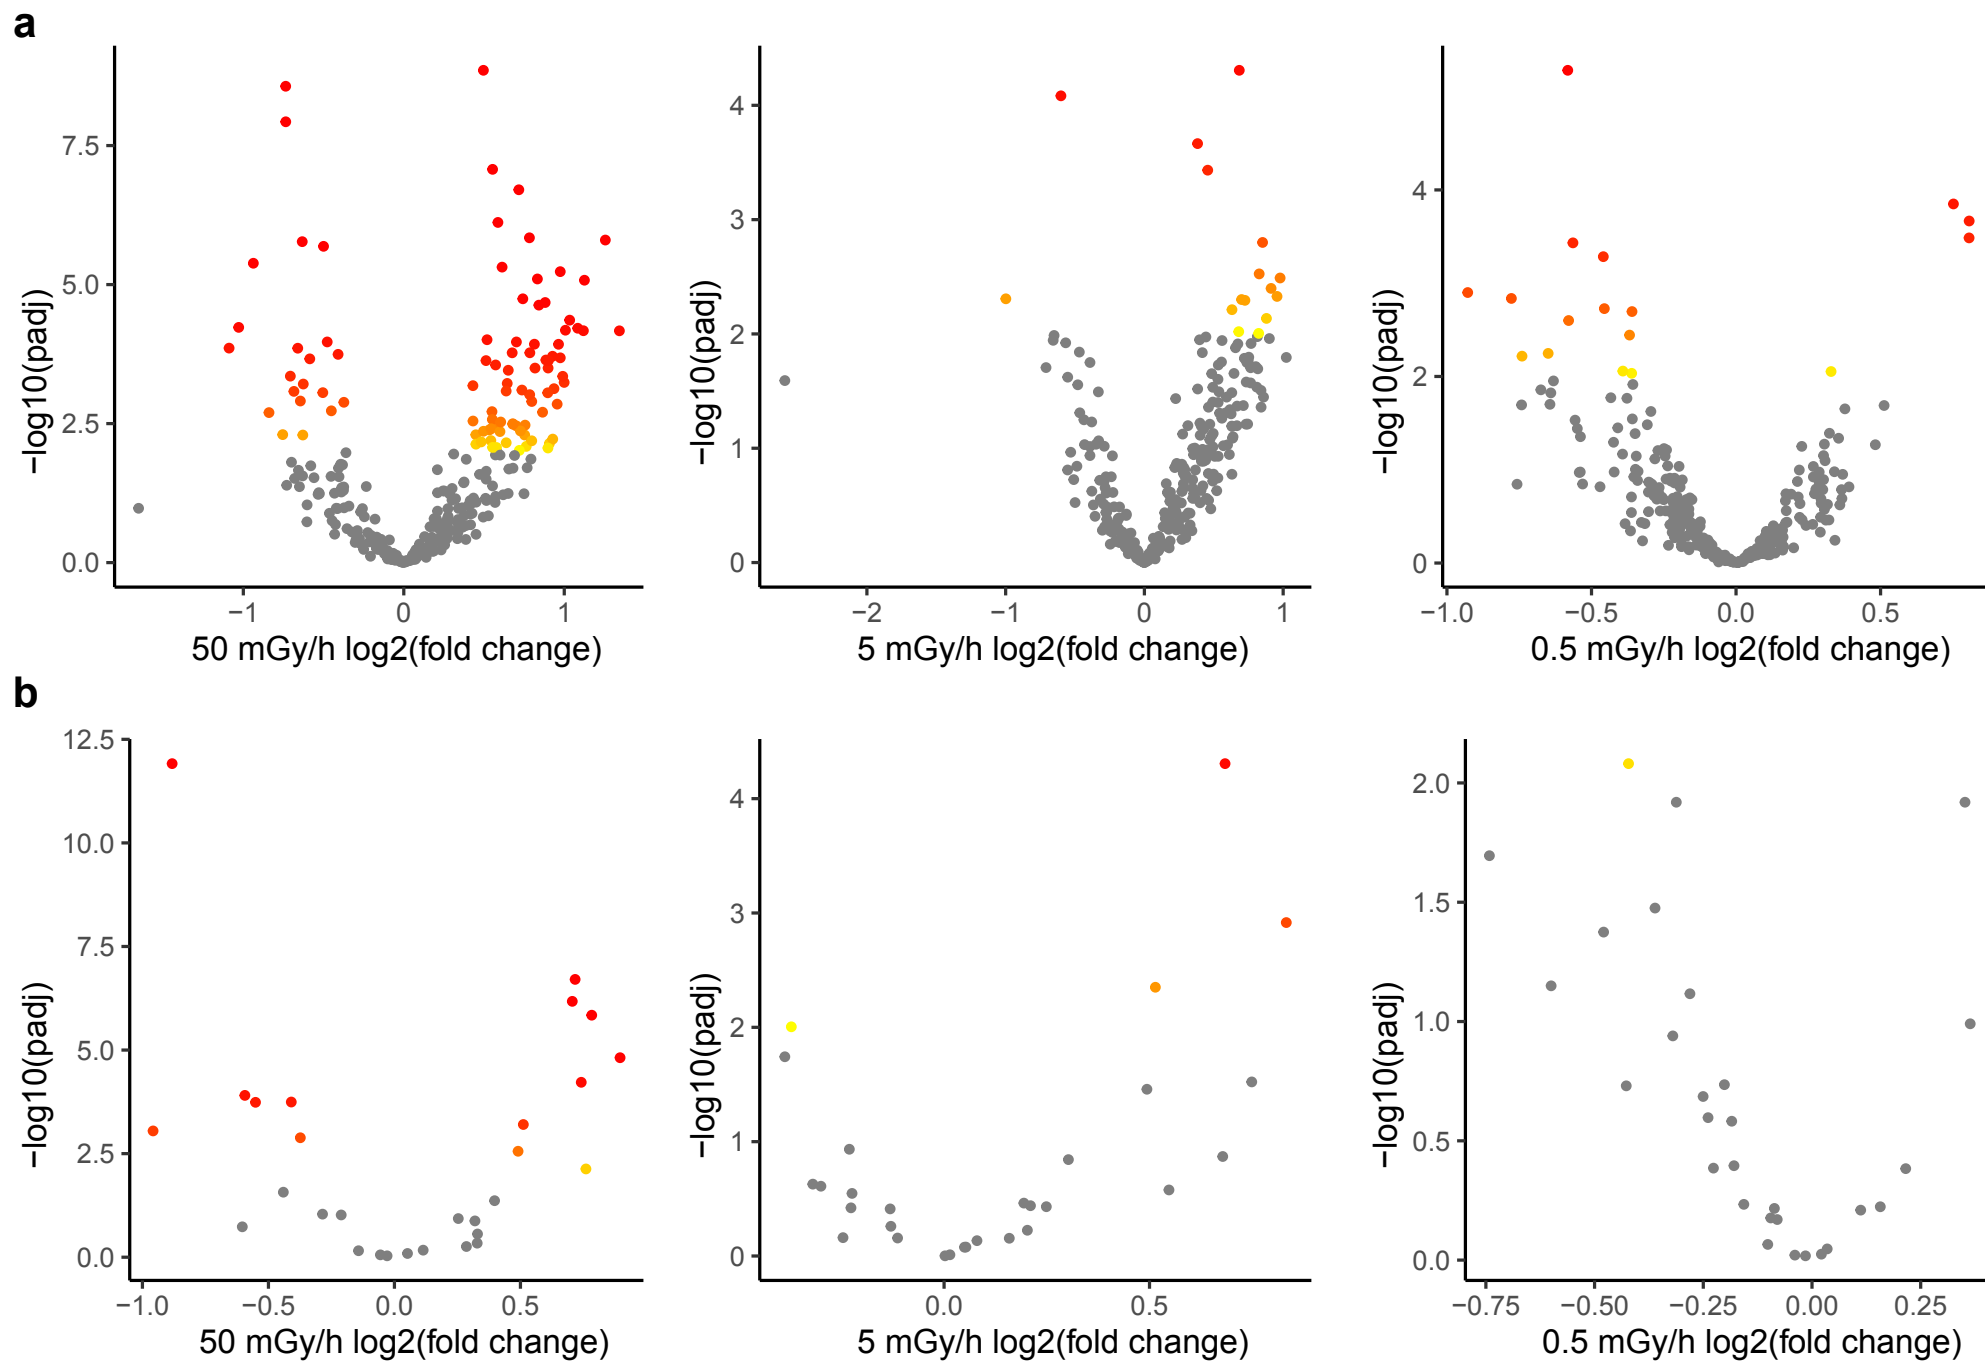

Supplementary Figure S3

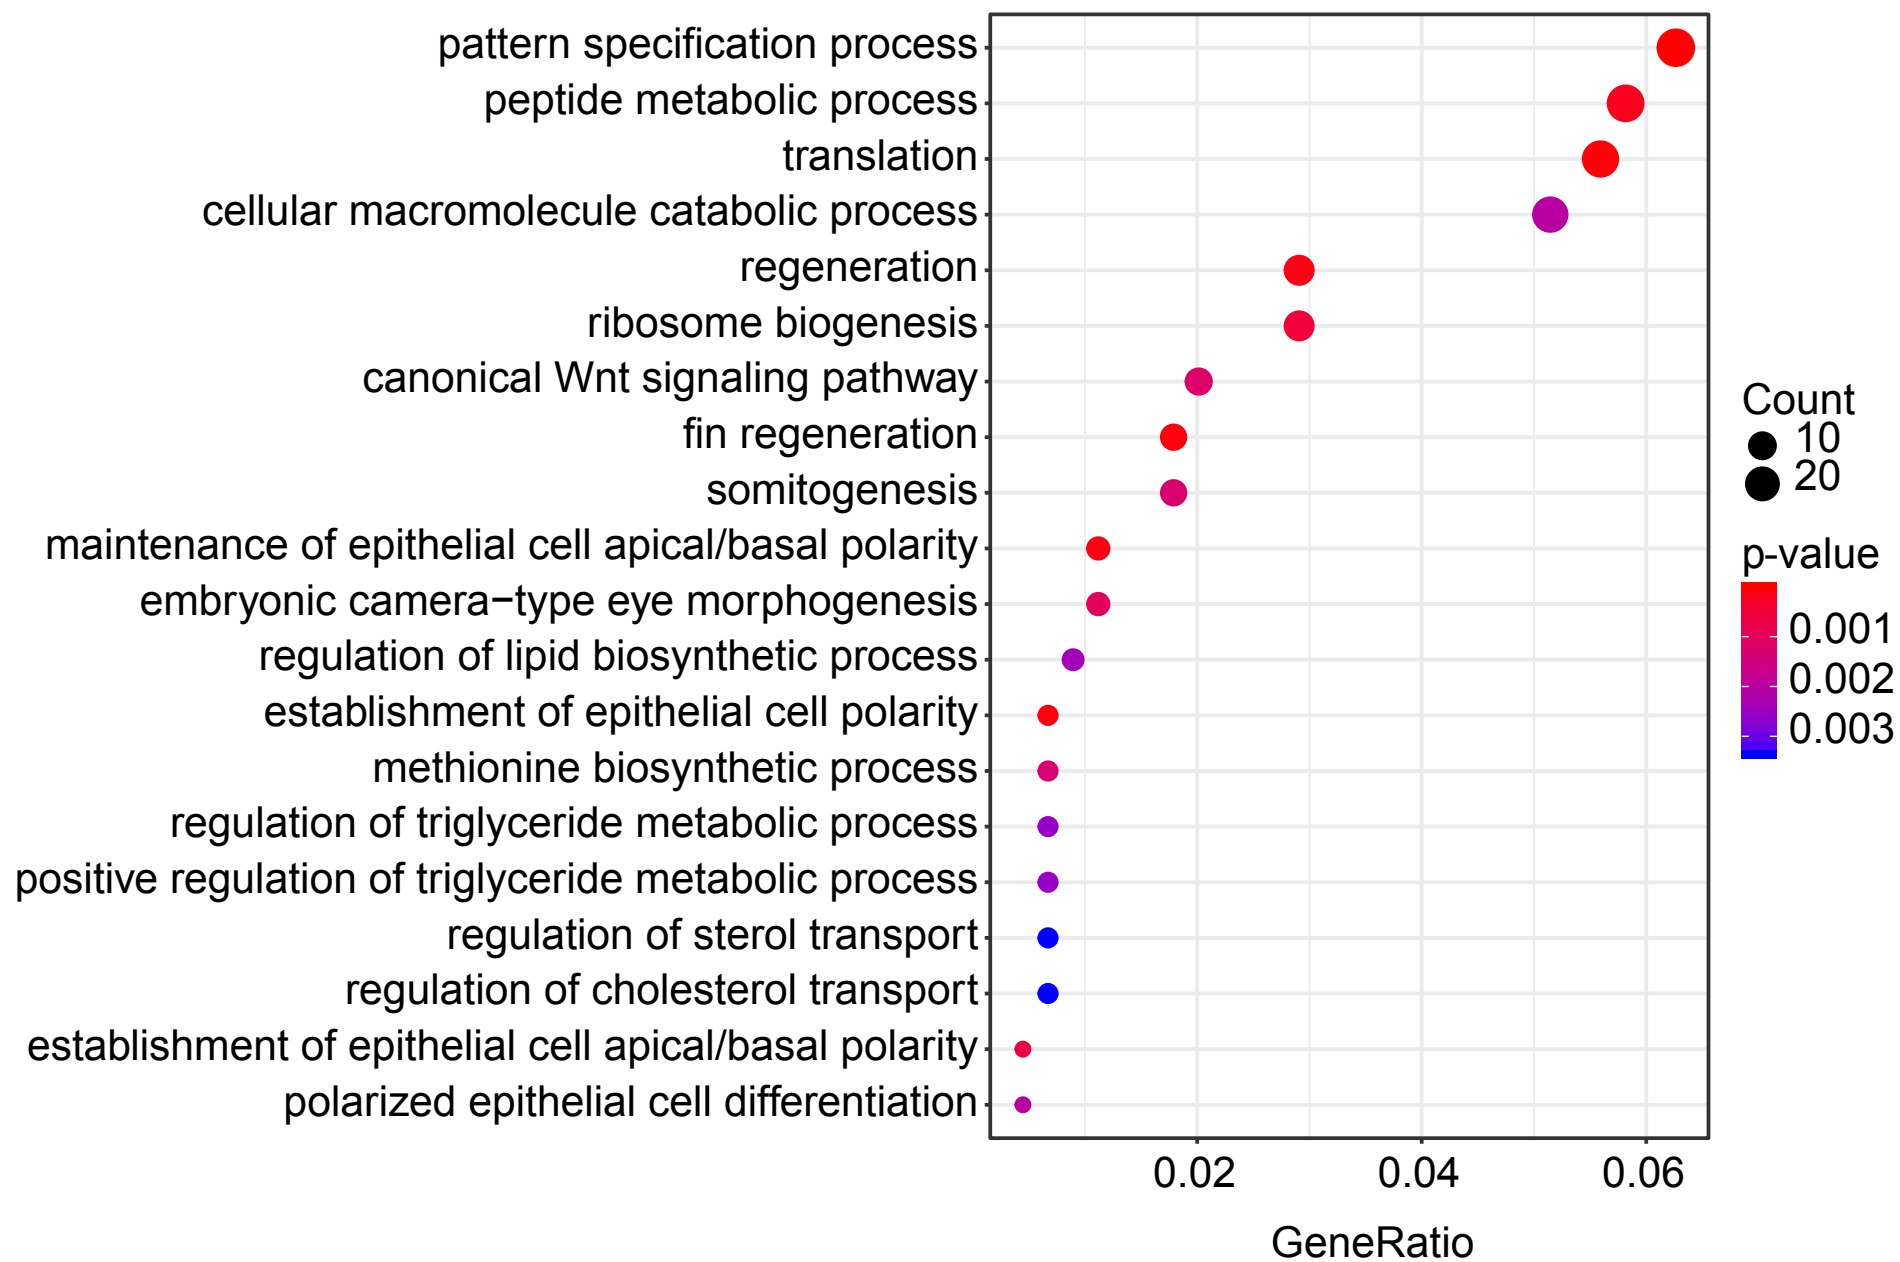

Supplementary Figure S4

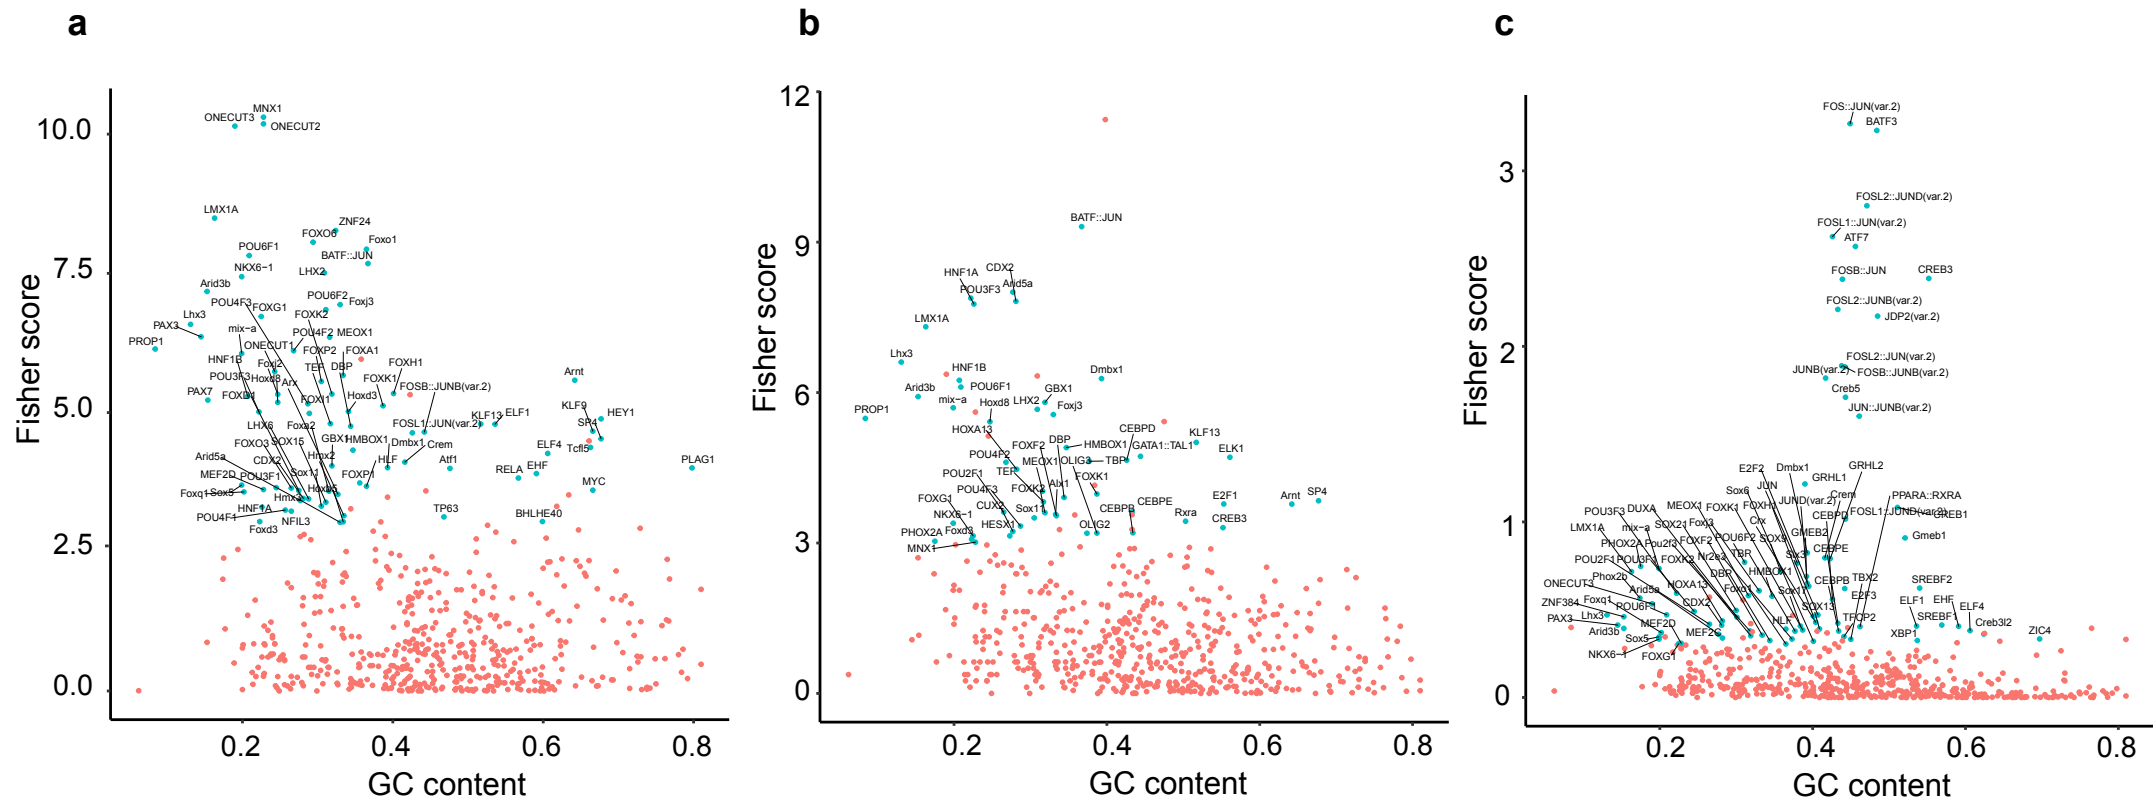

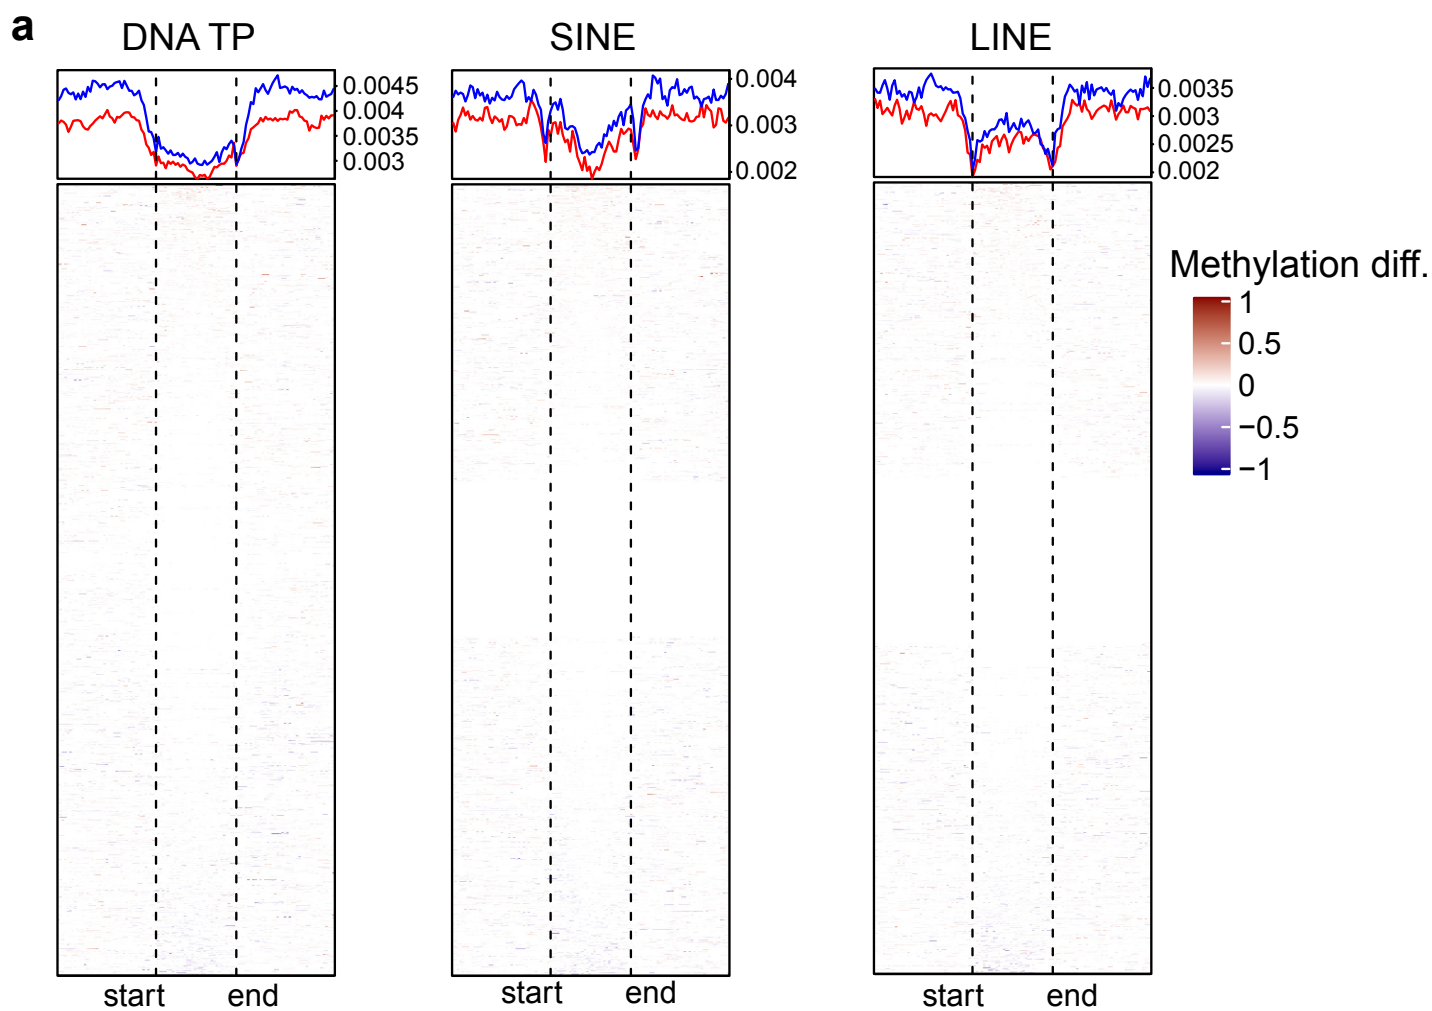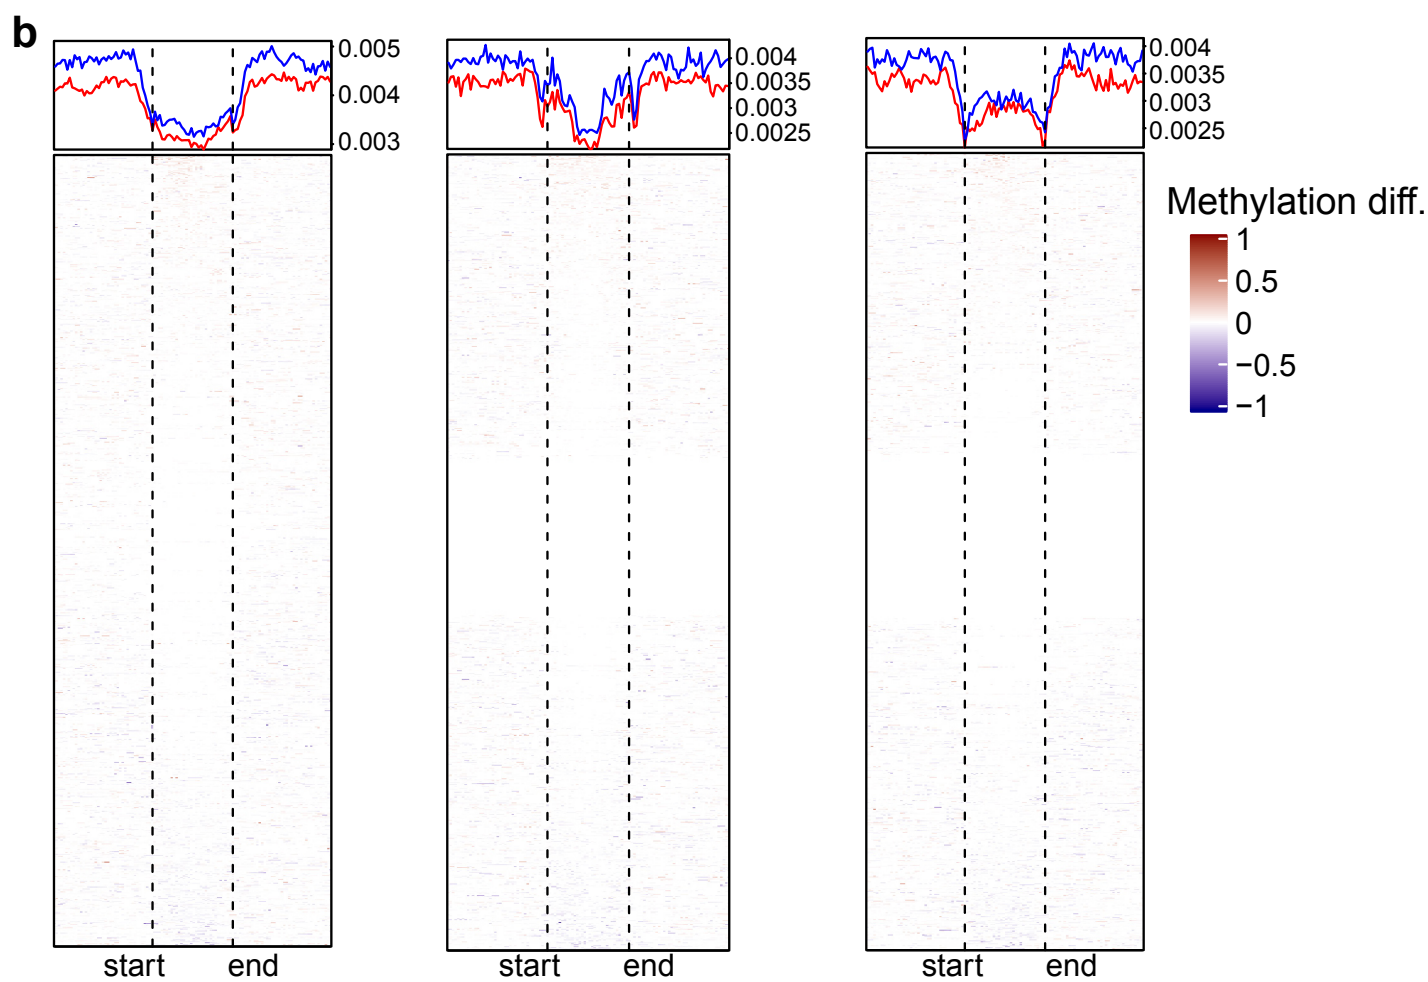

Supplementary Figure S6

**a**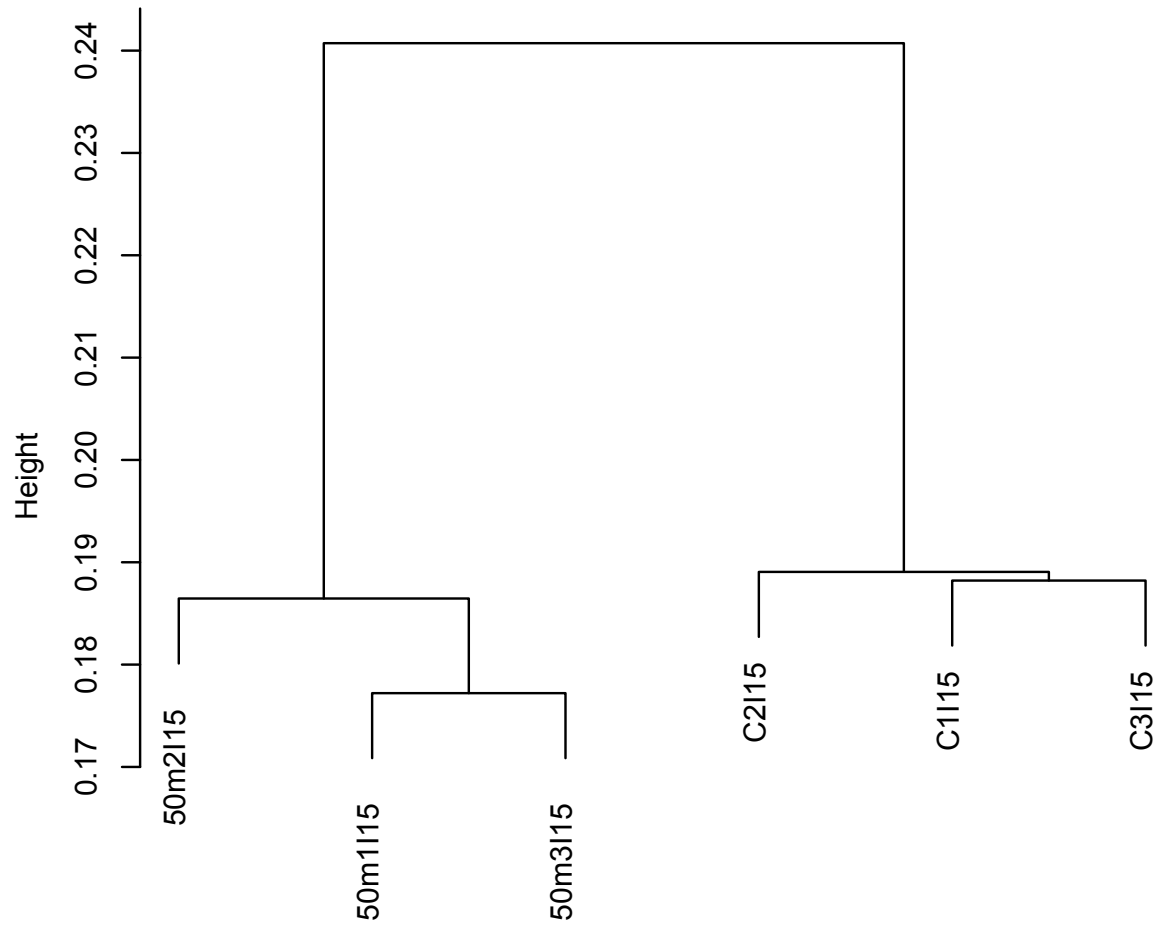**b**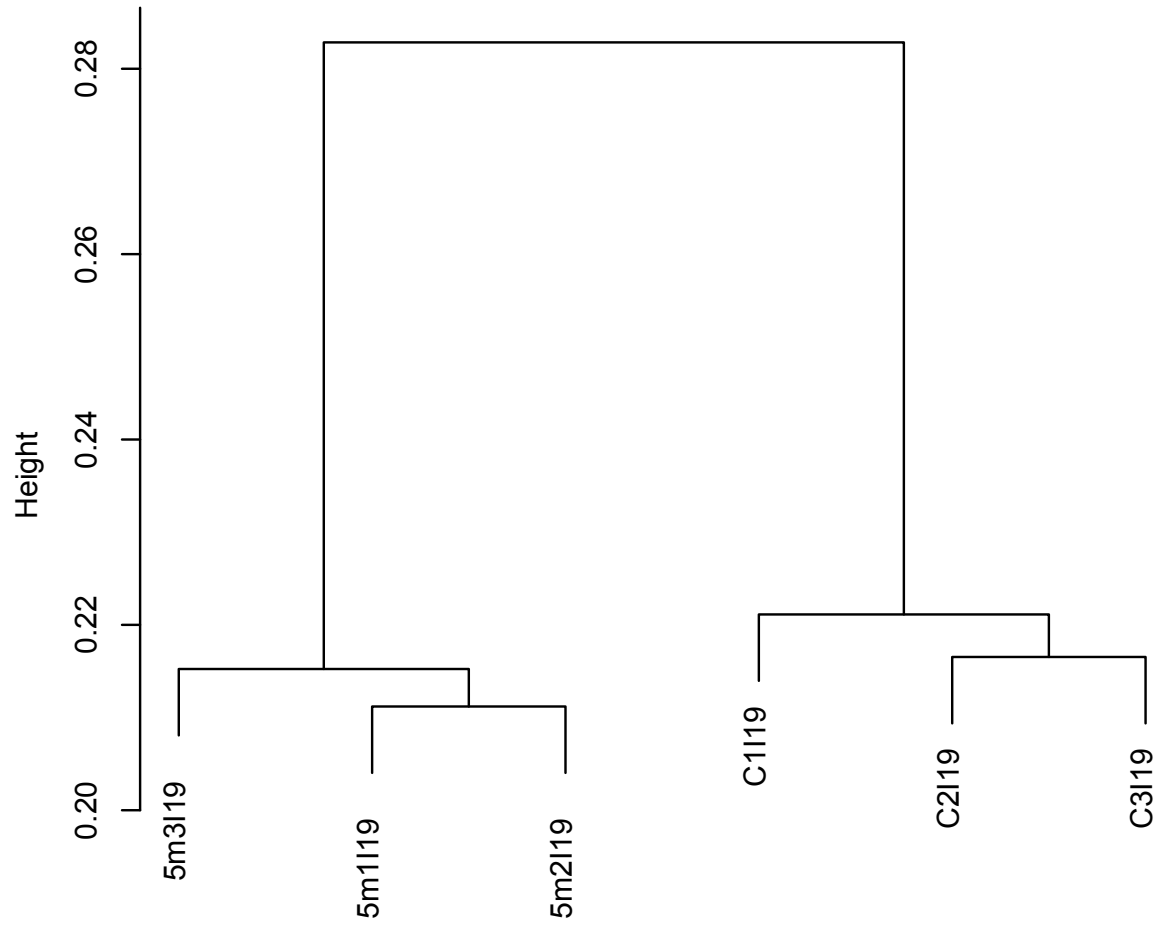

Supplementary Figure S7

How the deposited data were processed for this re-analysis (not part of the article)

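RNA of pools of zebrafish embryos at the shield stage was sequenced as stranded paired-end libraries. The deposited values are counts of read pairs per Ensembl gene. To make these counts, the authors removed adapters with TrimGalore, mapped the reads with STAR to the GRCz11 genome using the junctions of Ensembl release 95 and counted uniquely mapped pairs, without normalisation. Which of the 3 columns of STAR the authors used is not named in the paper's text, and the counts on the strand opposite to the first read were used here. The share of uniquely mapped pairs that fell on genes was between 89.5% and 94.3% per library. Of 32057 genes, 28988 had a symbol and 5142 had no count in any library.

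The counts of 39 libraries were analysed, 31 of them from the set that the paper selected and 8 that it removed. Depth ranged from 9845688 to 57169053 counts per library, with a median of 25507778. Pairs of replicates differed by more than counting noise, with a chi-square per degree of freedom from 4.51 to 159 over 81 pairs, as separate pools of embryos do.

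Differential expression was computed in R 4.3.3 with edgeR 4.0.16 (TMM normalisation, default filter on low counts with a minimum count of 10 and a minimum total of 15, quasi-likelihood test, two-sided) and adjusted with the Benjamini-Hochberg method. DEG had a fold change of at least 1.5 and an adjusted p under 0.01, as in the paper. Only the exposed and control libraries of one batch entered a fit. The paper used DESeq2, and DESeq2 1.42.0 was run here as an alternative. CPM per library were computed from the normalised library sizes with a prior count of 0.5 for log2 values. Gene sets were tested with the camera test of limma 3.58.1 (inter-gene correlation of 0.01, adjusted over 8 sets and 4 dose rates) and with two-sided exact permutation tests of the mean log2 CPM of each library. A camera result passed with an adjusted p under 0.05. Sets were the genes of Figure 1b and Table S2 and families chosen by symbol. Figures were drawn with matplotlib 3.10.9.

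Tested on counts simulated from the means and spread of these libraries, with 200 changed genes, the edgeR fit recovered 83% of them at 0.005 mGy/h, 74.5% at 0.05 mGy/h, 92.5% at 0.5 mGy/h and 94.5% at 5 mGy/h. DESeq2 recovered 91%, 82%, 94.5% and 96%. It also called 14, 13, 3 and 6 unchanged genes, in the same order of dose rates, against 3, 3, 3 and 4 with edgeR. The changes put into the simulated counts were all larger than the fold change of the threshold, and none lay in genes with few counts. The shares recovered therefore do not give the power for smaller changes or for genes with few counts.

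The tests of genes and of the 8 gene sets, the samples of each fit and most alternatives were chosen before the data were examined, and the further tests listed below as chosen after the results were not. Genes are named if the paper names them for its RNA-seq data in its text, Figure 1b, Figure 1d or Table S2. For each dose rate, the 3 DEG with the largest and the 3 with the smallest log2 fold change are also named, among those whose groups do not overlap in CPM over both sets of samples. Alternatives were the samples, DESeq2, fits over the 31 samples together, RLE size factors, other filters on low counts, unstranded counts, thinning to the lowest total (with a fixed random draw), an adjusted p under 0.05, the replicate number as a block, and each library left out. The replicate numbers come from the sample labels, and nothing in the paper's text pairs an exposed with a control pool. Fits with the replicate number as a block left out every library without a partner of the same number in the other group.

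Symbols were matched to the genes of the files by Ensembl identifiers of Table S2, then by the same symbol in any case, then without the letter of the copy where 1 gene has that symbol, or 2 where both copies are asked for. Enrichment of GO and KEGG terms and of binding sites was not repeated, because no annotation of terms was used here. Correction for GC content or gene length was not run, because no genome of the build was used here. Methylation was not analysed here, nor were embryos exposed at the highest dose rate.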

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

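The tests on splits of control libraries and the test of the difference between dose rates were chosen only after the results were seen, and the thinning and the stage comparison before.

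A library lay apart from the rest of its group in 10 of 153 groups of libraries of the paper (gap to the nearest library over the range of the group, by Dixon's test), where chance gives 7.65. In the batch of 5 mGy/h, on the log2 CPM scale, these were control 3 for aldh1a2 (0.865, lowest) and lft1 (0.844, lowest), control 6 for cdx1a (0.840, highest) and dlb (0.918, lowest), control 5 for notch3 (0.832, highest), control 4 for SYCP1 (0.844, lowest), exposed 3 for dlb (0.926, lowest) and exposed 1 for lft1 (0.854, highest). They fall on 6 libraries. No technical or biological explanation was tested for them. With each library left out in turn, the log2 fold change of aldh1a2 stayed between 0.44 and 0.53, of cdx1a between 0.87 and 1.16, of dlb between -0.78 and -0.46, of notch3 between 0.28 and 0.51, of lft1 between 0.50 and 0.59 and of SYCP1 between -1.72 and -1.57.

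In the batch of 0.5 mGy/h, control 2 was highest for the oxidative phosphorylation set at 0.5 mGy/h (gap over range 0.724). Without it the mean log2 fold change of the set was 0.07 in place of 0.02, with an adjusted camera p of 0.0409 (range over the alternatives 0.034 to 0.918). Splits of controls alone gave camera results past the threshold for this set in 20 of 26 cases, so that differences between control libraries are a candidate explanation of that result. No biological explanation was tested for one control library.

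The exposed library 6 at 0.5 mGy/h had the lowest count on genes (gap over range 0.950). The fit without it gave 133 DEG in place of 356, and thinning all libraries to its total gave 400. A lower depth of this library therefore is not a likely explanation of the DEG at 0.5 mGy/h. Whether this library differs in biology was not tested.

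The change of cluster 2 of Figure 1b differed between dose rates. It was higher than in controls at 0.5 mGy/h and lower at 5 mGy/h, a difference of 1.07 in mean log2 CPM over the samples of the paper (exact permutation of the groups within each batch, two-sided, p = 0.00034, adjusted p = 0.0027 over 8 gene sets) and 0.87 over all libraries (exact permutation p = 0.0019, adjusted p = 0.0154). The scores were above all controls in 4 of 4 exposed libraries of the paper at 0.5 mGy/h, but at 5 mGy/h none of the 4 was below all controls (control 4 at -0.52, exact permutation p = 0.143, two-sided). The paper grouped the genes of the cluster by their fold changes across dose rates in these libraries, so that the difference is not independent of the choice of genes. For the other 7 sets the difference did not pass an adjusted p of 0.05. Only 1 of 26 splits of controls gave a mean log2 fold change of cluster 2 as large as at 0.5 mGy/h (0.87 between controls 1 and 2 and controls 3 and 4 at 0.05 mGy/h, the split that the removal by the paper also follows). The fall at 5 mGy/h was matched in size by 4 of these splits. A difference in developmental stage cannot be excluded at either dose rate. The fold changes of all genes were correlated with the difference between controls of 2 other batches (Pearson correlation across genes, which are not independent replicates, of 0.370 at 0.5 mGy/h and -0.224 at 5 mGy/h). The order of subtraction of the batches is arbitrary and their difference is not known to be one of stage, so that the signs do not separate the dose rates. Each of the 4 dose rates analysed here was also irradiated in a different batch. A dose-dependent change therefore remains a hypothesis that cannot be told apart from stage or batch.

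The exposed libraries that the paper removed stood above the controls of their batch in some gene sets and not in others. In the genes that were higher at 0.5 mGy/h, the removed exposed libraries 1 and 3 stood 0.49 and 0.47 above the mean of the controls, where the highest control was at 0.22 and the kept exposed libraries were from 0.68 to 1.11. These genes were chosen as higher than the same controls, which by itself favours any further library standing above them. In cluster 1 at 5 mGy/h the removed exposed libraries 2 and 6 stood at 0.60 and 0.58, with the highest control at 0.18 and the kept ones from 0.78 to 0.99. The genes of cluster 1 were also chosen with these controls. For ribosome biogenesis the removed exposed libraries 1 and 3 at 0.5 mGy/h were at 0.11 and 0.07, under a control at 0.14, and for cluster 1 exposed 3 was at -0.07. For ribosomal proteins exposed 2 and 6 at 5 mGy/h were at 0.26 and 0.20, under control 2 at 0.44. Where they stood above all controls, a weaker response to the exposure is a candidate explanation, and so is the choice of genes. For the genes higher at 0.5 mGy/h a response cannot be told apart from differences between control libraries. Splits of controls alone from other batches gave 0.71, 0.66, 0.59 and 0.59 for these genes, more than in the removed libraries, although 0 of 16 reached the 0.95 of the kept ones. Splits of the controls of the same batch gave at most 0.39 in size, less than in the removed libraries. The genes were chosen against those same controls, so that this lower value does not decide the question. Single controls of other batches stood 0.50 and 0.65 above the mean of theirs. For cluster 1, 0 of 26 splits gave as large a change as the kept libraries at 5 mGy/h, and the largest was 0.32, which does not allow for that choice of genes. Stage was weighed above and remains open at both dose rates.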

How the results depend on the processing

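Alternatives using DESeq2 over all samples, the crossed replicate numbers, exact symbols only and the block over all samples for gene sets were chosen after the data were seen, and the others before. Unless a value shows the cause of a change, the cause was not tested.

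RLE size factors, unstranded counts and thinning to the lowest total changed no count of DEG by more than 1.5 times and no call of a gene set. Of 957 values for 62 results of named genes, 819 had the same direction and call, 103 were weaker, 15 stronger and 20 reversed, over 33 results. All libraries in place of those of the paper made 19 of the 62 weaker and 2 reversed.

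At 0.005 mGy/h the count of DEG was 0, and 38 with DESeq2, 9 without the filter on low counts, 120 with the replicate number as a block, 71 with DESeq2 in one fit, and 0 to 26 with a library left out. It was also 0 at 0.05 mGy/h, and 25 with DESeq2, 2 with DESeq2 over all samples, 27 without the filter, 27 with the replicate block, 204 with the crossed block, 2 with DESeq2 in one fit, 3 with an adjusted p under 0.05 and 0 to 1 with a library left out. The count of 356 at 0.5 mGy/h became 62 over all samples, 654 with DESeq2, 551 without the filter, 233 with the block, 154 with edgeR in one fit, 884 with an adjusted p under 0.05 and 38 to 534 with a library left out. The 1158 at 5 mGy/h became 80 over all samples, 282 with DESeq2 over all samples, 352 with the block, 7 with the block over all samples, 1782 with an adjusted p under 0.05 and 663 to 1605 with a library left out. For the DEG count at 5 mGy/h, 41.0% were higher, against 67.5% of 998 with edgeR in one fit and 56.0% of 1155 with DESeq2 in one fit. The 21 DEG shared by 0.5 and 5 mGy/h became 56 with DESeq2, 70 without the filter, 9 with the block, 1 over all samples, 13 with DESeq2 over all samples, 0 with the block over all samples, 10 with edgeR in one fit, 32 with DESeq2 in one fit and 123 with an adjusted p under 0.05. Libraries with the same replicate number did not deviate together (mean correlations of 0.0943, -0.11, -0.0027 and 0.0516 from the lowest to the highest dose rate). Over the samples of the paper the block kept only 3, 2, 4 and 3 pairs of libraries, in the same order. A part of its effect on the counts can come from the libraries left out. At 0.005 mGy/h this was control 1, and the fit without control 1 and without a block gave 26 DEG. How much comes from the block itself was not tested.

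The oxidative phosphorylation set at 0.5 mGy/h (mean log2 fold change 0.0179) reversed to -0.0494 over all samples, -0.0225 without the filter and -0.0488 with the block over all samples, and ranged from -0.0320 to 0.0724 with a library left out. The mean of germ layer cluster 1 at 0.005 mGy/h (0.107) no longer passed at 0.00722 without the filter, 0.0925 with at least 10 counts in every sample, 0.0988 with the block and 0.107 with exact symbols only. With a library left out this mean ranged from 0.0675 to 0.139 and passed in only 2 of 7 fits. That of germ layer cluster 1 at 0.05 mGy/h (0.169) no longer passed at 0.0683 over all samples or with the block over all samples (0.0727), and ranged from 0.104 to 0.199 with a library left out. That of germ layer cluster 2 at 0.05 mGy/h (-0.52) no longer passed at -0.14 over all samples, -0.38 with the block and -0.12 with the block over all samples, and ranged from -0.74 to -0.18 with a library left out. That of germ layer cluster 2 at 0.5 mGy/h (0.63) no longer passed at 0.55 with at least 10 counts in every sample, and germ layer cluster 2 at 5 mGy/h (-0.52) passed at -0.77 without the filter and ranged from -0.59 to -0.38 with a library left out. That of germ layer cluster 2 at 0.005 mGy/h (-0.34) ranged from -0.60 to 0.0559, and the retinoic acid set at 5 mGy/h (0.20) from 0.17 to 0.24, with a library left out.

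Small changes of named genes reversed. At 5 mGy/h these were zic2b (0.0128, and -0.119 over all samples, -0.0558 with the block, -0.0195 to 0.124 with a library left out), raraa (-0.0329, and 0.0140 with DESeq2, 0.00465 with RLE, 0.0239 with the block, 0.0420 with edgeR in one fit, -0.109 to 0.0407 with a library left out), tgif1 (-0.0496, and 0.0224 with edgeR in one fit, -0.105 to 0.0562 with a library left out) and galnt6 (-0.0595, and 0.187 over all samples, 0.117 with the block, 0.0108 with edgeR in one fit, -0.163 to 0.0826 with a library left out). gata2a at 0.5 mGy/h (-0.0236) ranged from -0.0457 to 0.0212 with a library left out.

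Correction for GC content and gene length was not run. The low depth of the controls at 5 mGy/h limits the genes with few counts, such as fgf4 and her2.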

Differences from the paper's values

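The paper gives 39 DEG at 0.005 mGy/h, and 0 were found here. Of the alternatives set before the data were examined, DESeq2 (38) and the fit without control replicate 1 (26) closed the gap (to within 1.5 times the value of the paper for a count, here and for the other dose rates), and the others did not. The paper gives 25 DEG at 0.05 mGy/h, and 0 were found here. DESeq2 (25), no filter on low counts (27) and the replicate block (27) closed the gap, and the others set before the data were examined did not. For 0.5 mGy/h it gives 654 DEG against 356 here. DESeq2 (654), no filter on low counts (551), the fit without exposed replicate 2 (534), DESeq2 in one fit (462) and an adjusted p under 0.05 (884) closed the gap, and the others did not. For 5 mGy/h it gives 668 DEG against 1158 here. The fits without control 3 (703), control 5 (932), control 6 (666), exposed 1 (663) or exposed 3 (926) and edgeR in one fit (998) closed the gap, and the others did not, with DESeq2 at 1348. For raraa at 5 mGy/h Table S2 of the paper gives a log2 fold change of 0.0215 and the value here was -0.0329. DESeq2, RLE size factors, the replicate block, edgeR in one fit and the fits without control 4, control 5 or exposed 1 closed the gap, and the others did not.

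Several genes that the paper reports as changed did not pass the same threshold here. In Figure 1d the paper marks points with an adjusted p under 0.01. Among these, foxa2 at 0.5 mGy/h had an adjusted p of 0.0144 from edgeR (range over the alternatives 0.0028 to 0.0545), cyp26a1 at 0.5 mGy/h 0.0218 (0.0054 to 0.0834), mixl1 at 0.5 mGy/h 0.0288 (0.0047 to 0.123), clint1b (ENSDARG00000089914) at 0.5 mGy/h 0.0238 (0.0049 to 0.104) and foxa2 at 5 mGy/h 0.0277 (0.0049 to 0.115). With DESeq2 all 5 were under 0.01. The paper names the gata family among the genes that were changed, without a dose rate for it. No gata gene was a DEG at the 4 dose rates analysed here (2 of 4 tested had an adjusted p under 0.05 at 5 mGy/h, edgeR). The highest dose rate was not analysed, so that this is not a shown disagreement. The paper describes cluster 2 as mostly lower in the different conditions, and at 0.5 mGy/h the mean log2 fold change was 0.63. It reports oxidative phosphorylation as enriched among its DEG from 0.5 mGy/h upwards, and the mean log2 fold change of the genes chosen here by symbol was 0.02 at that dose rate. A mean over a set is another measure than an enrichment, which was not repeated, so that this is not a shown disagreement.

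The paper names genes of Notch signalling, morphogens and transcription factors as deregulated for its highest dose rates together, of which only 5 mGy/h was analysed here. Of these, dlb, her12, notch3, otx2a, lft1, her2 and the tested gene listed as SHH were not DEG at 5 mGy/h. The fits without control 4 or control 5 and edgeR in one fit called lft1, and the fit without control 5 called SHH. crabp2b, rarab and aldh1a2 were higher (0.46, 0.35 and 0.47), and under the fold change of the threshold here as in Table S2. In Table S2, 2 of 15 genes pass the threshold of the paper at 5 mGy/h and 1, cdx1a, passed here. foxc1a (0.58 here, under the fold change of the threshold) was called with DESeq2, RLE size factors, unstranded counts, edgeR in one fit and in 5 of the 8 fits without one library.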

Other observations

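The tests with DESeq2, of counts at an unadjusted p, of shared DEG, of control libraries, of the draws at 0.5 mGy/h, of the draws at 5 mGy/h under the same removal, of the genes higher at 0.5 mGy/h and of the relation between gene sets were chosen only after the results were seen. The other tests were chosen before.

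Groups of the same libraries formed otherwise were compared with the real ones, using the splits that part as many pairs with the same replicate number. With 0 DEG in the real split at 0.005 mGy/h, and at 0.05 mGy/h over all libraries, 8 of 8 splits each had at least as many, which could not be otherwise. Counting genes with an unadjusted p under 0.05 in place of DEG, 2 of 8 splits had as many as the 1461 of the real one at 0.005 mGy/h, and 7 of 8 as many as the 217 at 0.05 mGy/h. As many DEG as in the real groups were given by 1 of 16 splits at 0.5 mGy/h and 1 of 8 at 5 mGy/h, which is the real one each time, so that these splits do not reach a share under 0.05. The splits that part fewer pairs gave as many in 0 of 84 drawn at 0.5 mGy/h and 0 of 27 at 5 mGy/h. Over all libraries 1 of 32 splits did at 0.5 mGy/h, and 2 of 32 at 5 mGy/h, where a split that exchanges control 2 and exposed 2 gave 455 DEG against 80. Among 68 drawn from the splits that part fewer pairs, 1 gave as many (196). The 80 DEG over all libraries at 5 mGy/h therefore cannot be told apart from groupings that part as many pairs, while few of the others gave as many. Libraries with the same number did not deviate together there (mean correlation of 0.03), so that parting pairs may matter little. DESeq2 gave as many DEG in 2 of 8 splits at 0.005 mGy/h (162 against 38), in 1 of 16 at 0.5 mGy/h and in 1 of 8 at 5 mGy/h, where the highest other split gave 28. Of 128 pairs of splits, 1 had as many DEG shared between 0.5 and 5 mGy/h, the real one, but the other splits had 0 DEG to share, so that this does not test the shared genes.

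Technical explanations of the DEG were weighed. After thinning all libraries at 5 mGy/h to the lowest total, 969 of the 1158 DEG were still called, so that the difference in depth is not a likely explanation of most of them. Regrouping the 12 libraries of a batch at random and removing those nearest to the other group gave as many DEG as the real groups in 1 of 100 draws at 5 mGy/h, the real one, although 10 of the others had DEG, up to 1009. It was also 1 of 100 at 0.5 mGy/h, with up to 97 DEG in the others. The same rule applied to the real groups removes controls 2 and 3 and exposed 2 and 6 at 5 mGy/h, not controls 1 and 2 as in the paper, and gave 871 DEG. Against that count it was 2 of 100 draws, so that removal by clustering seldom gives as many but can. Developmental stage was weighed with the difference between controls of 2 other batches, across genes. The correlation with the log2 fold changes was 0.370 at 0.5 mGy/h and 0.240 over all libraries, and 0.572 over the DEG, of which 88.1% had the same sign. It was -0.224 at 5 mGy/h, -0.303 over all libraries and -0.456 over the DEG, of which 29.4% had the same sign. The order of subtraction is arbitrary, and nothing shows that these batches differ in stage. A difference in stage remains a candidate explanation at both dose rates, which the sign does not separate.

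Gene sets moved between control libraries too. Among 26 splits of the controls of a batch, a mean log2 fold change as large as in the exposed libraries was found in 0 for ribosomal proteins at 5 mGy/h, 1 for oxidative phosphorylation at 5 mGy/h, 1 for histones at 0.005 mGy/h and 0 at 0.05 mGy/h, 1 for ribosome biogenesis at 0.5 mGy/h, 0 for cluster 1 at 5 mGy/h, 1 at 0.5 mGy/h, 3 at 0.05 mGy/h and 13 at 0.005 mGy/h. For cluster 2 it was 1 at 0.5 mGy/h, 4 at 5 mGy/h, 4 at 0.05 mGy/h and 5 at 0.005 mGy/h. At 0.005 and 0.05 mGy/h it was 1 each for ribosomal proteins and 1 each for oxidative phosphorylation, and for the genes of the mitochondrial genome 0 at 0.005 mGy/h and 3 at 5 mGy/h. Among these splits the camera test passed its threshold in 19 for ribosomal proteins, 20 for oxidative phosphorylation, 10 for histones and 12 for ribosome biogenesis. It passed in 7 for the mitochondrial genome, 6 for cluster 1, 3 for cluster 2 and 2 for the retinoic acid set. A camera p alone therefore does not separate exposure from differences between control libraries. The genes of the clusters were chosen by the paper for their changes in the exposed libraries, which a low count for them does not allow for. Such differences are a candidate explanation for cluster 1 at 0.05 and 0.005 mGy/h, for cluster 2 at 5, 0.05 and 0.005 mGy/h and for the mitochondrial genome at 5 mGy/h. They are one too for ribosomal proteins, oxidative phosphorylation and histones at 0.05 mGy/h. There the split of the same batch into kept and removed controls gave 0.61, 0.49 and 0.75 in size, against 0.37, 0.28 and 0.79 in the exposed libraries.

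Over the 20 controls, centred within batches, the scores of ribosomal proteins and oxidative phosphorylation were correlated (Pearson r = 0.970, permutation p = 7e-05, adjusted p = 0.00042 over 6 relations, Spearman rho = 0.814, permutation p = 0.00098). Without the 2 libraries farthest from the median r was 0.950. Within the batch of 5 mGy/h r was 0.988 (exact permutation p = 0.0083, adjusted p = 0.0167, rho = 0.886, p = 0.0333), and 0.599 without 2 controls. Within that of 0.5 mGy/h it was 0.931 (exact permutation p = 0.0653, adjusted p = 0.0979, rho = 0.429, p = 0.419), and -0.0023 without 2 controls, so that it rests on those. The other batches have 4 controls each, too few to recompute it. Since both sets also vary together without exposure, their joint rise at 5 mGy/h may hold a part that differs between libraries for reasons other than exposure. No biological explanation was tested.

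Of the 331 genes higher at 0.5 mGy/h (mean log2 fold change 0.95), 44 have a symbol starting with znf, of 274 such genes tested, against 5.99 by chance (Fisher's exact test, two-sided, p = 1.1e-25), a pattern seen in these data first. Among 16 splits of controls of the other batches, 0 gave a mean log2 fold change as large (the largest was 0.71, more than the 0.49 and 0.47 of the removed exposed libraries). The genes were chosen by this very comparison, which raises their mean in it and not in the splits, so that the count of 0 shows little. These genes were not detectably lower at 5 mGy/h over all libraries (5 of 6 exposed libraries under the mean of the controls, exact permutation p = 0.251, two-sided). Together with the stage comparison above (0.370), a response at 0.5 mGy/h that is not shared at 5 mGy/h remains a hypothesis, which cannot be told apart from differences in stage or between control libraries.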
